# Muscle transcriptome analysis identifies genes involved in ciliogenesis and the molecular cascade associated with intramuscular fat content in Large White heavy pigs

**DOI:** 10.1371/journal.pone.0233372

**Published:** 2020-05-19

**Authors:** Martina Zappaterra, Silvia Gioiosa, Giovanni Chillemi, Paolo Zambonelli, Roberta Davoli

## Abstract

Intramuscular fat content (IMF) is a complex trait influencing the technological and sensorial features of meat products and determining pork quality. Thus, we aimed at analyzing through RNA-sequencing the *Semimembranosus* muscle transcriptome of Italian Large White pigs to study the gene networks associated with IMF deposition. Two groups of samples were used; each one was composed of six unrelated pigs with extreme and divergent IMF content (0.67 ± 0.09% in low IMF *vs*. 6.81 ± 1.17% in high IMF groups) that were chosen from 950 purebred individuals. Paired-end RNA sequences were aligned to *Sus scrofa* genome assembly 11.1 and gene counts were analyzed using WGCNA and DeSeq2 packages in R environment. Interestingly, among the 58 differentially expressed genes (DEGs), several were related to primary cilia organelles (such as *Lebercilin 5* gene), in addition to the genes involved in the regulation of cell differentiation, in the control of RNA-processing, and G-protein and ERK signaling pathways. Together with cilia-related genes, we also found in high IMF pigs an over-expression of the *Fibroblast Growth Factor 2* (*FGF2*) gene, which in other animal species was found to be a regulator of ciliogenesis. Four WGCNA gene modules resulted significantly associated with IMF deposition: grey60 (*P* = 0.003), darkturquoise (*P* = 0.022), skyblue1 (*P* = 0.022), and lavenderblush3 (*P* = 0.030). The genes in the significant modules confirmed the results obtained for the DEGs, and the analysis with “cytoHubba” indicated genes controlling RNA splicing and cell differentiation as hub genes. Among the complex molecular processes affecting muscle fat depots, genes involved in primary cilia may have an important role, and the transcriptional reprogramming observed in high IMF pigs may be related to an FGF-related molecular cascade and to ciliogenesis, which in the literature have been associated with fibro-adipogenic precursor differentiation.

## Introduction

Pork meat represents one of the main sources of protein and fat for humans, accounting for about 30% of meat consumption worldwide [1]. Pork eating quality, a food property that encompasses taste, flavor, juiciness, and tenderness, is affected, among others, by meat intramuscular fat (IMF) content. Higher contents of IMF are generally regarded as exerting a positive effect on meat quality features, although there is no complete agreement in the literature [2, 3]. Several studies reported that meat with a level of IMF below 2.2%-2.5% is associated with detrimental palatability [3, 4]. Anyway, due to the negative genetic correlation linking IMF deposition with carcass weight and lean percentage [5], the selection carried out by the swine industry prioritizing production efficiency and increased lean mass growth caused a consistent decrease in IMF depots [6]. IMF is a heritable trait in pigs [5, 7] and genetic selection is a promising approach to increase IMF without negatively affecting production efficiency. However, this strategy is confounded by the existence of a high number of Quantitative Trait Loci (QTLs) associated with IMF content [7, 8] and by the presence of negative associations with lean mass deposition [5]. Although the differentiation of preadipocytes into adipocytes starts in embryos and continues immediately after birth, this differentiation process slows down during the growth of the animal [9]. Together with the number of adipocytes (hyperplasia), IMF content in meat is also determined by the adipocyte size (hypertrophia) [10]. Even though the number of adipocytes interspersed in the muscle may vary among pig breeds [11], adiposity in the pig is mainly due to adipocyte hypertrophy. Adipocyte hypertrophy is caused by both genetics and environmental effects and consists of an accumulation of triglycerides in mature adipocyte as a result of a metabolism shifted towards lipogenesis [11, 12]. The complexity of the metabolic processes taking place in IMF adipocytes has been described in pigs [13] and in other animal species, where several studies suggested for IMF adipocytes different roles compared with subcutaneous and visceral adipocytes [14, 15]. Furthermore, the important role of muscle-interspersed adipocytes in muscle energy metabolism has been highlighted by the increasing evidence of the involvement of IMF in the modulation of cardiovascular risk factors [16] and insulin resistance [17], and in the existence of a muscle-to-fat “crosstalk” mediated by biologically active molecules such as adipokines and myokines [18, 19].

In this scenario, the investigation of the molecular patterns related to IMF deposition may provide new information useful for a more efficient selection aimed at increasing IMF in pork and pork products quality without negatively affecting lean mass deposition. This objective may also be of interest considering the increasing evidence linking this fat depot with some human metabolism-related diseases. Previous transcriptome studies using RNA-seq have revealed relevant results about the gene expression patterns and networks underlying IMF at different ages, breeds, and muscles [20–23]. Ayuso et al. [24] compared the *Biceps femoris* transcriptome between Iberian and Iberian x Duroc pigs, identifying as differentially expressed genes (DEGs) related to adipogenesis, lipid metabolism, and myogenesis, thus suggesting that differences in IMF and meat quality between these two genetic types may be ascribed to genes involved in these pathways. On the whole, the investigations of the muscle gene expression profiles identified DEGs involved in lipid metabolism [23, 25–27], myogenesis [23, 25] and cell proliferation [25]. Despite the increasing number of transcriptomic studies aimed at dissecting IMF deposition, the identification of major genes and the comprehension of the molecular cascade events related to this trait remain mostly unknown.

To the best of our knowledge, the scientific literature is still lacking studies analyzing changes in the transcriptome and regulatory factors associated with divergent IMF deposition in Large White heavy pigs intended for the production of Protected Designation of Origin (PDO) high-quality dry-cured hams. For these specific productions, *Semimembranosus* muscle (SM) composition is of primary importance, since it affects the sensory and nutritional quality of high-quality dry-cured hams. The pig genetic types used for this high economic-value production are characterized by higher live weight and slaughter age, characteristics that can influence the maturation stage of the muscle-interspersed adipocytes [28–30].

The present study was conceived with the objectives of i) evaluating in the SM the gene expression differences between two groups of Italian Large White purebred heavy pigs divergent for IMF content and identifying the pathways in which the differentially expressed genes are involved; ii) investigating the gene co-expression patterns related to the divergent deposition of IMF and interpreting the possible molecular mechanisms related to the variability noticed for this trait.

## Materials and methods

### Ethics approval

Sampling occurred with the permission of the Italian National Association of Pig Breeders (Associazione Nazionale Allevatori Suini, ANAS, http://www.anas.it). Animal care and slaughter of the animals used in this study were performed in compliance with the European rules (Council Regulation (EC) No. 1/2005 and Council Regulation (EC) No. 1099/2009) on the protection of animals during transport and related operations and at the time of the slaughtering. All slaughter procedures were monitored by the veterinary team appointed by the Italian Ministry of Health. All procedures were performed within the ANAS routine care and did not require the approval of an ethics committee.

### Sampling and phenotypes

Twelve individuals were chosen from a purebred population of 950 sib‐tested Italian Large White pigs already described in Davoli et al. [5]. Briefly, the pigs were from the ANAS national sib testing selection program. Pigs entered the testing station at about 30 kg live weight and were reared in the same controlled environmental conditions. During the testing period, pigs were kept separated and fed the same finishing diet at a *quasi ad libitum* feeding level (i.e. about 60% of pigs were able to ingest the entire supplied ration) until an average final live weight of about 150 kg at about eight months of age. At the end of the tests, animals were transported to a commercial abattoir located about 25 km from the test station according to Council Rule (EC) No 1/2005 on the protection of animals during transport and related operations. At the slaughterhouse, the pigs were electrically stunned and bled in a lying position in agreement with Council Regulation (EC) No 1099/2009 on the protection of animals at the time of the slaughtering. All slaughter procedures were monitored by the veterinary team appointed by the Italian Ministry of Health. After slaughter, SM samples were collected from the 950 ILW pigs, immediately frozen in liquid nitrogen and stored at −80°C in a deep freezer until further analysis. For all the gathered samples, IMF was determined by extraction with petroleum ether from 1 g of SM using an XT15 Ankom apparatus (Ankom, Macedon, NY, USA), according to Official Procedure AOCS Am 5–04 [31]. IMF was determined in % (g of IMF on 100 g of muscle tissue). Basing on the values of IMF % measured on the whole population, two divergent groups of six animals each were chosen for the transcriptome study. The two groups were composed of pigs displaying extreme and divergent contents of IMF, and they will be referred from here on as low IMF group (i.e. 6 samples with 0.51% ≤ IMF ≤ 0.74%; μ = 0.67 ± 0.09%) and high IMF group (i.e. 6 samples with 5.87% ≤ IMF ≤ 8.64%; μ = 6.81 ± 1.17%). The chosen samples were slaughtered in nine different days, balancing each group for sex and avoiding full and half-sibs.

### RNA extraction, library preparation, and sequencing

Total RNA was extracted with TRIzol Reagent (Invitrogen, Thermo Fisher Scientific, Waltham, MA, US) following the manufacturer's instruction. The extracted RNA samples were then quantified using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, US), and the RNA quality and integrity were assessed using an Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, US). RNA integrity values (RIN) ranged between 7 and 8.5. Stranded total RNA libraries were prepared using the TruSeq Stranded mRNA Library Prep kit (Illumina Inc., San Diego, CA, US) following the manufacturer's suggested protocol. A paired-end sequencing strategy was chosen, in which short reads are extracted from both ends of long DNA fragments through ultra-high-throughput sequencing. The libraries were tagged, and pairs of libraries were run on a single lane of an Illumina HiSeq2500 (Illumina Inc., San Diego, CA, US). Paired-end reads of 100 bp were generated and the raw sequence data have been deposited in the Gene Expression Omnibus (GEO) expression database under the accession number: GSE144780.

### Mapping and assembly of the reads

Raw reads were obtained in FASTQ format and were quality-assessed using FastQC program (retrieved from URL: http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The quality was measured according to sequence-read lengths and base-coverage, nucleotide contributions and base ambiguities, quality scores and over-represented sequences and all samples passed the QC parameters. Terminal low-quality bases and adaptor sequences were trimmed out using Trimmomatic utility [32]. Clean reads were aligned against Ensembl reference genome *Sus scrofa* v. 11.1 (retrieved from URL: http://igenomes.illumina.com.s3-website-us-east-1.amazonaws.com/Sus_scrofa/Ensembl/Sscrofa11.1/Sus_scrofa_Ensembl_Sscrofa11.1.tar.gz) using the splice-aware read mapper HiSat2 [33].

### Differential expression analysis and Gene Ontology enrichment analysis

BAM files obtained from the read alignment were further processed with StringTie [34] to assemble known transcripts. HTSeq version 0.6.1 [35] was then used to quantify the reads and obtain the file with the gene counts. The differential gene expression analysis was carried out in the R environment [36] with the “DESeq2” package [37] that offers a method for gene-level analysis of RNA-seq data. Genes that were not expressed were filtered out and the expression counts of the remaining genes were transformed using *regularized-logarithm transformation* or *rlog* [37]. The two-group comparison was performed by considering only the group since the two groups were balanced for the numbers of gilts and barrows (3 gilts and 3 barrows per group) and the hot carcass weight (Table 1). DEGs were identified setting as selection parameters an absolute Log_2_ (Fold Change) (Log_2_FC) value greater than or equal to 0.58 (|Fold Change| ≥ 1.5) and a False Discovery Rate adjusted *P*-value less than or equal to 0.05 (q ≤ 0.05). Genes showing a q value comprised between 0.10 and 0.05 were considered as genes showing a difference with a trend towards significance. Fold change was calculated as the ratio of the normalized expression levels of a gene between low IMF and high IMF groups. The R package "mygene" [38] was used to match the Ensembl Gene ID to the corresponding official Gene Symbol, "org.Ss.eg.db" [39] from Bioconductor was used for genome-wide annotation and the packages "clusterProfiler" [40] and "AnnotationHub" [41] were used to compute Gene Ontologies (GOs). GO enrichment analyses of DEGs were performed using the GO terms of molecular functions (MF), biological processes (BP) and cellular components (CC). *P*-values were adjusted with False Discovery rate method and adjusted *P*-values ≤ 0.05 were considered significant.

**Table 1:** Sex, intramuscular fat (IMF) % and group membership of the used pig samples.

Sample	Sex	Carcass weight (kg)	IMF %	Group
1	Gilt	132	8.64	High IMF
2	Gilt	120	7.82	High IMF
3	Gilt	105	6.65	High IMF
4	Barrow	126	5.99	High IMF
5	Barrow	120	5.89	High IMF
6	Barrow	120	5.87	High IMF
7	Barrow	120	0.74	Low IMF
8	Barrow	124	0.73	Low IMF
9	Gilt	119	0.71	Low IMF
10	Gilt	110	0.67	Low IMF
11	Barrow	127	0.64	Low IMF
12	Gilt	116	0.51	Low IMF

### Validation by RT-qPCR

RNA samples from the 12 selected animals were used to carry out the technical validation of some of the DEGs. After DNAse treatment (TURBO DNA-free^TM^, Ambion, Applied Biosystems), 1 μg of total RNA was reverse transcribed using the iScript cDNA Synthesis kit (Bio-Rad Laboratories, Hercules, CA) according to the manufacturer’s instructions. Real-time quantitative PCR (RT-qPCR) was performed on Rotor Gene 6000 (Corbett Life Science, Concorde, New South Wales, Australia) using 5 μL of iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories, Hercules, CA), 5 pmol of each primer, 2 μL of cDNA template diluted 1:10 in nuclease-free water and then was made up to the total volume of 10 μL with water. Rotor Gene 6000 protocol was performed using a two-step amplification with cycles constituted by a denaturation phase at 95°C for 5 seconds, followed by an annealing-extension step for 20 seconds using specific annealing temperatures for each primer couple (S1 Table). Primers were designed using Primer3Plus (URL: http://www.bioinformatics.nl/cgi-bin/primer3plus/primer3plus.cgi) and Primer-BLAST (URL: https://www.ncbi.nlm.nih.gov/tools/primer-blast/) online software, or were obtained from previous researches. The complete list of primer sequences and the relative annealing-extension temperatures are shown in the S1 Table. The samples were first used to assess the expression level of 3 normalizing genes that were already tested in our previous researches: *Beta-2-microglobulin* (*B2M*) [42], *Ribosomal Protein S18* (*RPS18*) and *Ribosomal Protein L32* (*RPL32*) [43]. Three replicates for each sample were performed (2 replicates in the same RT-qPCR run and a third replicate in a separate run) and the maximum variation coefficient between replicates was set at 0.2. RT-qPCR runs were considered only if amplification efficiencies were high (slopes < -3.25 and R2 ≥ 0.99). These values were automatically calculated by Rotor Gene 6000 using dynamic tube normalization and noise slope correction. After the amplification stage, dissociation curves were obtained for each replicate with the Melt step. Single peaks in the dissociation curves confirmed the specific amplification of the genes. For each sample, the relative quantification of a target gene was calculated by dividing the mean obtained for the triplicate measurements of the target gene expression by the geometric mean of the three normalizing gene expressions. The expression levels were calculated using the standard curve methods, according to Pfaffl [44]. Standard curves were obtained amplifying 12 progressive dilutions (from 10^9^ to 25 molecules/μl) of a cDNA sample at a known concentration, obtained by PCR, as described in Davoli et al. [45]. The five target genes were chosen among the DEGs for their functional role and/or their average-to-low absolute Log_2_FC values. The technical validation was performed by calculating the Pearson correlation coefficient and the coefficient of determination (R^2^) between the Log_2_FC of the expression values from RNA-seq data (FPKM) and the Log_2_FC of the normalized gene expression data obtained with RT-qPCR. These statistics were performed using the “*stats*” package in the R environment [36] and basic Excel functions.

### Weighted correlation network analysis

To identify strongly co-expressed genes involved in IMF deposition, we employed a co-expression analysis approach using the “WGCNA” package [46] in the R environment [36]. Scale-free undirected co-expression networks were built, and modules of genes significantly associated (*P*-value ≤ 0.05) with IMF variability were detected and further analyzed.

Pearson’s correlations between each gene were calculated to build an adjacency matrix. Subsequently, the matrix was raised by a Soft threshold Power (β) of 6, which was found to be an appropriate value by the function *pickSoftThreshold()* to reach a scale-free topology index (*R*^2^) of at least 0.70 (S1 Fig). Then the adjacency matrix was calculated using topological overlap measure (TOM) and corresponding dissimilarity (1-TOM). The latter was used as a distance for gene hierarchical cluster, and then DynamicTree Cut algorithm [46] was used to identify the modules of genes. Modules cluster highly interconnected genes and are named using color labels. The principal component of each module was defined as the module eigengene (ME). The module eigengene represents the expression value of each module and was used to detect biologically relevant modules. The module-trait relationship (module membership, MM) was calculated as the Pearson’s correlation between the module eigengene and the trait of interest.

### Gene Ontology enrichment analysis and identification of hub genes from WGCNA results

Modules significantly associated (*P*-value < 0.05) with IMF deposition were exported for functional analysis in R packages "clusterProfiler" [40] and "AnnotationHub" [41]. The GO enrichment analyses were performed as previously described. The lists of genes entering the significant modules were submitted to functional analysis individually (each module of genes was analyzed separately) and grouped (all the genes entering in the significant modules were analyzed together). Furthermore, the genes in the modules significantly associated with IMF deposition were exported for network and functional analysis in Cytoscape v. 3.7.2 [47] using the function *exportNetworkToCytoscape()* in “WGCNA” package. Using this command, all the genes significantly entering in the IMF-associated modules identified with WGCNA were exported in a unique session in Cytoscape v. 3.7.2. The analysis started building a network of genes using the “GeneMANIA” plugin [48] and then functional analysis was performed using the ClueGO plugin [49]. Then “ClueGO” plugin divided the genes into different functional groups having different *P*-values. Each functional group contained the pathways and biological processes (BPs) clustered together according to term similarities. The statistical method was set at two-sided hypergeometric distribution, and Bonferroni step down *P*-value correction was used. Minimum clustering was set at *P*-value ≤ 0.05 and a minimum k-score at 0.4. The BPs ontology and KEGG and REACTOME pathways were used as databases for the functional analysis. Gene ontology (GO) levels were set from 6 to 8, and a minimum number of 4 genes per cluster was set. Subsequently, “cytoHubba” [50] and “CluePedia” plugins were applied to select and display in the figures the hub genes. The top 10 hub genes were identified using Maximal Clique Centrality (MCC) as a topological analysis method [50].

## Results and discussion

### Description of the studied sample

Table 1 reports the sex, the carcass weights and the SM intramuscular fat % of the studied samples. The analyzed samples were chosen from a population of ILW pigs displaying an average content of IMF of 2.15 ± 1.13% and a carcass weight of 114.50 ± 8.64 kg. As can be noticed from Table 1, the 12 pigs used for the present transcriptome study were characterized by an extreme phenotype for SM IMF content, with the low IMF group composed of 6 samples with 0.51% ≤ IMF ≤ 0.74% and an average IMF content of 0.67 ± 0.09%, and the pigs belonging to the high IMF group displaying an average IMF % of 6.81 ± 1.17%, with 5.87% ≤ IMF ≤ 8.64%. 

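The 12 pigs are numbered 1 to 12 in Table 1 and in the deposited count table, and pigs 1 to 6 form the high IMF group. By the values given for each pig, IMF was 6.81 ± 1.17% (SD, n = 6) in the high IMF group and 0.667 ± 0.0855% (SD, n = 6) in the low IMF group. The carcass weighed 120.5 ± 8.98 kg (SD, n = 6) and 119 ± 5.99 kg (SD, n = 6) in the same order, so the groups differed in fat content by far more than the spread between pigs and in weight by less than it. Each group holds 3 gilts and 3 barrows by Table 1. The counts allow a check of the sex of each pig, since EIF1AY and KDM5D lie on the Y chromosome. These were 2 of the 10 Y chromosome genes looked for that carried a name among the genes counted. Barrows 4, 6 and 11 had 4824, 3734 and 4982 counts on these 2 genes together, and gilts 1, 2 and 12 had 0. Gilts 3, 9 and 10, however, had 5438, 3816 and 5601 counts, and barrows 5, 7 and 8 had 6, 0 and 0. The Y chromosome counts of 6 of the 12 pigs were therefore those of the other sex, 2 of the high and 4 of the low IMF group. In each group, 3 pigs had Y chromosome counts of at least 3734. The dividing point, the widest gap between pigs, was chosen after the counts were seen and lies between 6 and 3734 counts. Values tied to a single pig's sex, weight or IMF % carry this limit. Comparisons of the 2 groups use only the group of each pig. They carry the limit as well, since the counts do not exclude an exchange of pigs between groups.

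**Figure D1:**
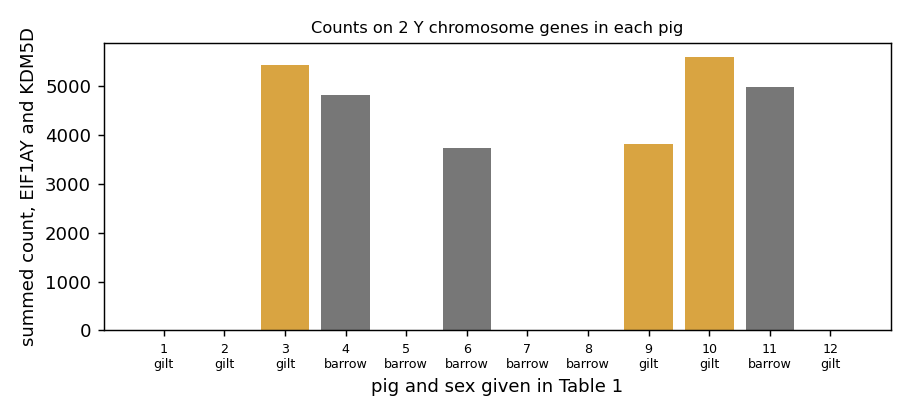
Summed counts on the Y chromosome genes EIF1AY and KDM5D (vertical axis, counts) in each of the 12 pigs (horizontal axis, with the sex given in Table 1). Grey bars are barrows and yellow bars are gilts by Table 1; pigs 3, 9 and 10 are gilts with over 3734 counts, and barrows 5, 7 and 8 have at most 6.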

The 12 investigated pigs had an average carcass weight of 120 kg that approaches the weight of typical heavy pigs grown to produce high-quality dry-cured hams, such as Parma and San Daniele. These pigs were slaughtered at about eight months of age, which is quite a different age when compared with the transcriptomics studies performed on porcine muscle. For instance, Muñoz et al. [23] analyzed the transcriptome of muscle gathered from 17 months-old pigs, while other authors used muscle samples collected from animals sacrificed at an average age of 5 to 6 months [25, 51]. Differences in growth performances and slaughter ages characterizing the animals used in the muscle transcriptomics studies could affect the observed results since growth rate and age are associated with distinct differentiation and hypertrophia stages of the adipocytes interspersed in the muscle [9, 28].

### Characterization of *Semimembranosus* muscle transcriptome analysis

A total of 3,235,579,132 of paired-end reads were obtained from the SM transcriptome sequencing of the 12 samples. After trimming and filtering, 1,155,025,434 reads remained. Between 79.1% and 85.7% of the reads were uniquely mapped against the *Sus scrofa* reference genome 11.1 across samples (Fig 1 and S2 Table). 

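Stranded libraries of polyadenylated RNA from the Semimembranosus muscle of 6 high IMF and 6 low IMF pigs were sequenced as read pairs, and the authors deposited the number of reads counted on each Ensembl gene in each pig, without normalization. They trimmed the reads, aligned them to the pig genome 11.1 with HISAT2, assembled known transcripts with StringTie and counted with HTSeq. Of the genes listed, 5539 had no count in any pig and 20341 had at least 1 count. The counts of a pig summed to between 131048805 and 154840282 in the high IMF group, with a median of 144352007, and to between 133915596 and 178013997 in the low IMF group, with a median of 146535541. S2 Table gives between 87838001 and 109316067 input reads per pig, so that a pig had from 1.43 to 1.65 counts for each input read, and the values here use the counts. The gene with the most counts took from 9.71% to 16.7% of a pig's counts. The counts of any 2 pigs of a group had a chi-square per degree of freedom over genes of at least 203. Sampling noise alone gives about 1, a level that separate animals counted at this depth would exceed in any case. Each pig was counted as 1 replicate because it is a separate animal, which this value does not test. From the counts, the groups were compared with edgeR's quasi-likelihood test after TMM normalization, over the 14262 genes with enough counts for the 2 groups, with Benjamini-Hochberg adjustment. The log2FC is low IMF over high IMF, and a DEG has an adjusted p at or under 0.05 and a log2FC of at least 0.58 in size. The study used DESeq2, whose Wald test was run as an alternative. Which test is used changed the number of DEGs, while the other normalizations and gene filters tried with the quasi-likelihood test did not. The methods name several slaughter days and lanes shared by pairs of libraries, and which pigs shared them was not analysed here.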

Considering both the unique and the multi reads, the total % of mapped reads stands between 90 and 95%, in agreement with the data reported in other recent porcine muscle transcriptome studies [23].

**Fig 1:**
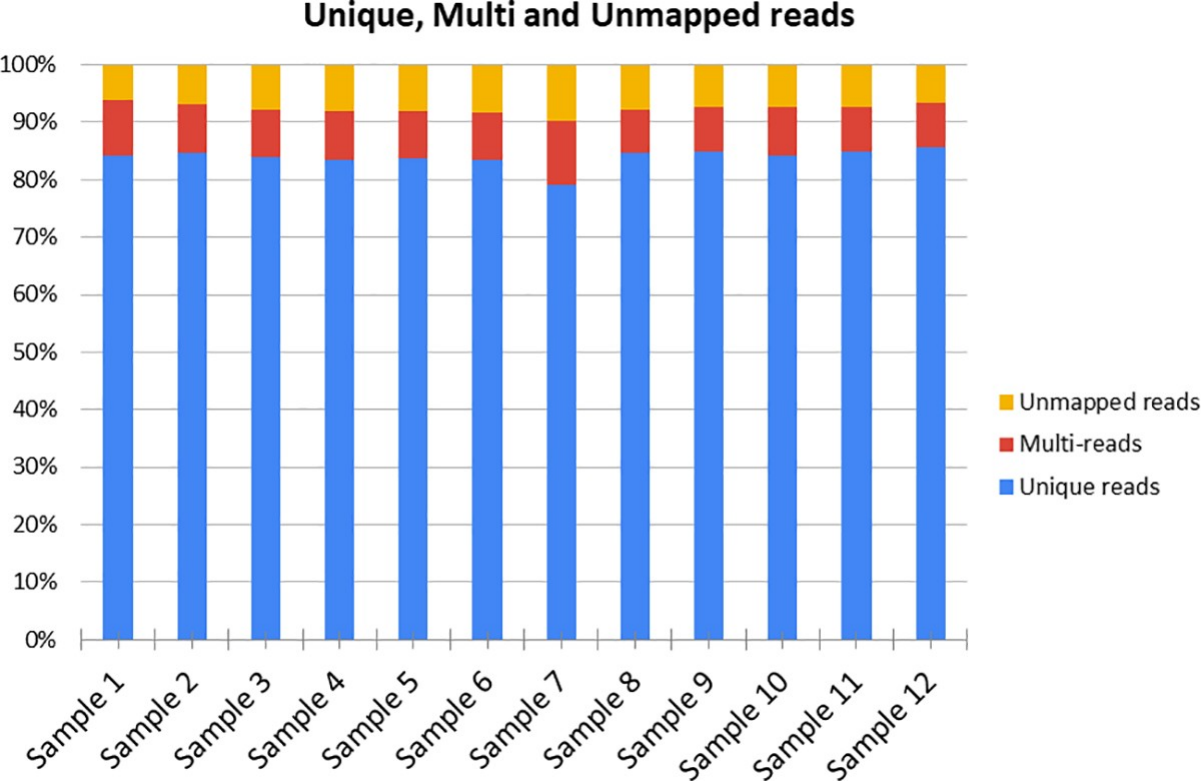
Mapping statistics. For each sample are reported the percentages of the uniquely mapped reads, multi-reads and unmapped reads against the *Sus scrofa* reference genome 11.1.

### Identification of differentially expressed genes

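With edgeR's quasi-likelihood test, 0 of the 14262 genes tested were DEGs between the low and the high IMF group, and 0 had an adjusted p at or under 0.05. The smallest adjusted p was 0.190. At an unadjusted p at or under 0.05 there were 1486 genes, of which 767 were higher in the low IMF group and 719 in the high IMF group. On average 713 in all are expected by chance, a mean that gives no spread. Of 100 divisions of the 12 pigs into 6 and 6, 5 gave as many, the real one included. The other divisions gave a median of 601 and up to 2646. Of the alternatives set before the data were examined, the one that moved the number of DEGs most was DESeq2's Wald test with its own filtering of all genes with at least 1 count. It gave 64 DEGs, and 101 genes with an adjusted p at or under 0.05 at any fold change. Another 31 genes had an adjusted p over 0.05 and up to 0.10 and a log2FC of at least 0.58 in size. When each pig was left out in turn, this test gave from 42 to 187 DEGs, the fewest without pig 6 and the most without pig 2. On simulated counts for these genes and library sizes, with 200 genes changed, the quasi-likelihood test kept 14071 genes and recovered 61% of the genes changed by a log2FC of 1 and 96% of those changed by 2, and 8.72% of its calls were unchanged genes. For DESeq2's Wald test on 14262 simulated genes these shares were 74%, 99% and 21.4%. The simulated counts were a single data set drawn independently for each gene, and only genes with enough counts were changed. Correlation between genes and pigs that stand out in many genes are absent from it. These shares therefore do not give the error rates of either test on these pigs.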

The differential expression analysis showed a total of 58 DEGs with a q value ≤ 0.05 and 31 with a trend towards significance (q ≤ 0.10). The complete list of the identified genes is reported in the S3 Table. Among the 58 DEGs, 37 were up-regulated in the high IMF group with log_2_FC ranging from -4.03 to -0.60, while the remaining 21 DEGs were up-regulated in the low IMF group with log_2_FC ranging from 9.29 to 0.60 (S3 Table). 

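All 58 genes of S3 Table with a q at or under 0.05 were tested, and each had the direction given there, 37 higher in the high IMF group and 21 higher in the low IMF group. Their log2FC differed from that of S3 Table by at most 0.0136. With edgeR's quasi-likelihood test, all 58 had an unadjusted p at or under 0.05, and their adjusted p over all genes tested ran from 0.190 to 0.419. Adjusted over the list alone, 58 of the 58 passed 0.05, which is not independent evidence because the study chose the list on these pigs. Among the 58 genes with the smallest p in the quasi-likelihood test, 37 were DEGs of the study. In 27 of the 58, every pig of one group lay above every pig of the other. Over all genes tested this held for 94 genes, or 0.659%, where chance gives 0.216% on average. In DESeq2's Wald test of all genes with at least 1 count, 40 DEGs were higher in the high IMF group and 24 in the low IMF group, and 56 of the 58 were among them, or from 32 to 56 with each pig left out in turn. Among the genes of Table 2, GEM (ENSSSCG00000006105) had a log2FC of -0.79, RGS2 (ENSSSCG00000037241) one of -1.69 and PTHLH (ENSSSCG00000036893) one of -1.03.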

The volcano plot in Fig 2 shows the identified DEGs. As shown in Fig 3, when considering these 58 DEGs the gene expression unsupervised hierarchical clustering properly divides the samples into two groups belonging to different IMF content, thus underlying that their differential regulation may be involved in IMF content and deposition. 

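Clustering of the 12 pigs on the regularized log counts of the 58 DEGs, scaled per gene, with Euclidean distance and complete linkage, placed 0 pigs with the other group. Log2 CPM values, average linkage or a correlation distance gave the same count. The 58 genes had been chosen for their difference between these 12 pigs. On the 500 genes with the largest variance, which were not chosen by group, 5 of the 12 pigs fell with the other group, and on all 14262 genes tested 5 did; 6 is the most that a division in 2 can misplace. From the division on the 58 DEGs, the paper proposes that their regulation may be involved in IMF content and deposition.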

Table 2 reports a subset of DEGs chosen among the identified 58 for their functional roles possibly associated with IMF deposition.

**Fig 2:**
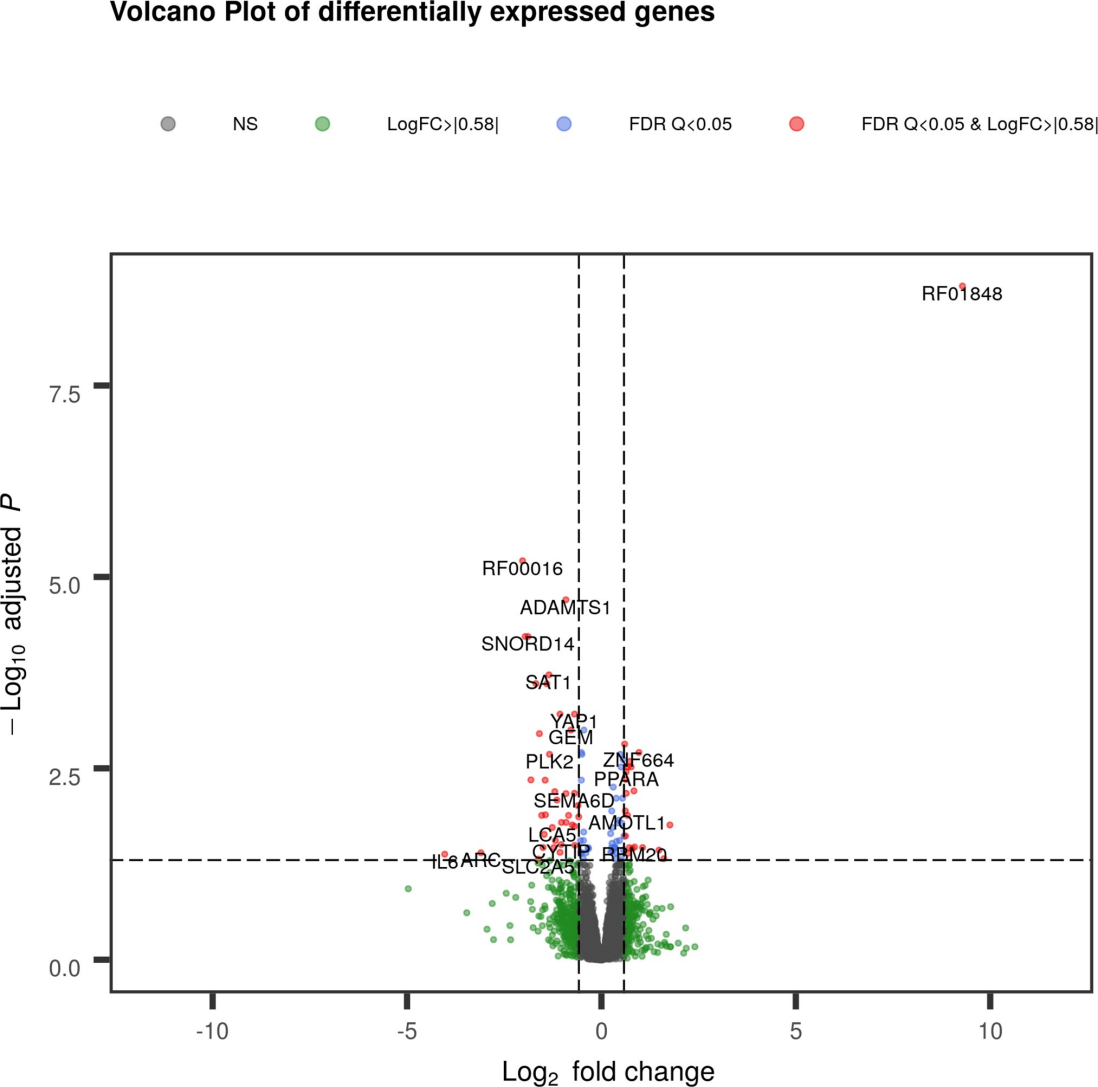
Volcano plot of differentially expressed genes (DEGs) of low Intramuscular Fat (IMF) *vs*. high IMF pigs. Red dots indicate DEGs with q < 0.05 and |Log_2_(Fold Change)| > 0.58; blue dots indicate genes with q < 0.05, green dots represent genes with |Log_2_(Fold Change)| > 0.58, grey dots are non-significant genes. The gene plotted as “SNORD14” refers to ENSSSCG00000039904 RF00016.

**Fig 3:**
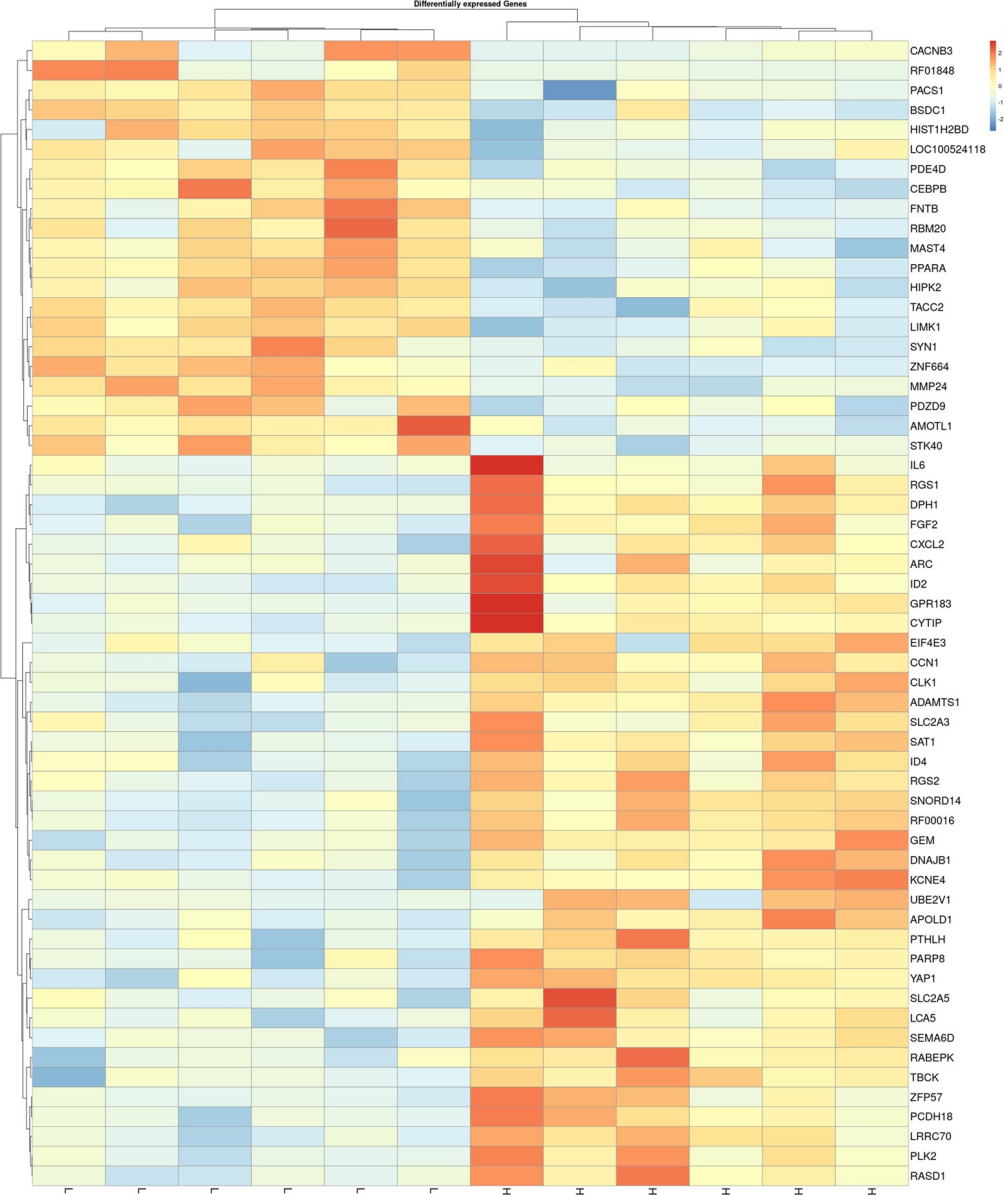
Gene expression unsupervised hierarchical clustering of the 58 differentially expressed genes (DEGs) between low Intramuscular Fat (IMF) *vs*. high IMF pigs. The color scale bar shows the relative gene expression changes normalized by the standard deviation (0 is the mean expression level of a given gene). H and L indicate the high IMF and the low IMF samples, respectively. The gene named “SNORD14” refers to ENSSSCG00000039904 RF00016.

**Table 2:** List of the main differentially expressed genes (DEGs) associated with Intramuscular Fat (IMF) deposition in porcine *Semimembranosus* muscle.

ENSEMBL Gene ID	Official gene symbol	Average gene expression of the low IMF group	Average gene expression of the high IMF group	Log_2_(FC)^a^	Log_2_(FC) S.E.^b^	Wald statistic	*P*-value	Adjusted *P*-value (q value)
ENSSSCG00000036462	RF01848	4,341.64	7.47	9.29	1.25	7.41	1.31E-13	1.59E-09
ENSSSCG00000032967	*CACNB3*	397.60	131.00	1.61	0.45	3.55	3.82E-04	4.78E-02
ENSSSCG00000034207	*CEBPB*	11,387.99	6,378.77	0.84	0.19	4.32	1.59E-05	6.24E-03
ENSSSCG00000030378	*LIMK1*	9,651.69	5,827.761	0.73	0.16	4.59	4.45E-06	2.58E-03
ENSSSCG00000016929	*PDE4D*	25,069.80	15,664.78	0.68	0.15	4.53	5.99E-06	3.03E-03
ENSSSCG00000000006	*PPARA*	1,883.74	1,212.31	0.64	0.14	4.49	7.25E-06	3.52E-03
ENSSSCG00000028063	*TACC2*	6,476.73	4,230.56	0.61	0.15	4.12	3.84E-05	1.14E-02
ENSSSCG00000036213	*FGF2*	864.10	1,454.32	-0.75	0.19	-3.96	7.59E-05	1.74E-02
ENSSSCG00000006105	*GEM*	652.48	1,126.729	-0.79	0.16	-4.89	9.89E-07	1.00E-03
ENSSSCG00000008645	*ID2*	508.34	955.21	-0.91	0.23	-4.00	6.35E-05	1.61E-02
ENSSSCG00000012026	*ADAMTS1*	3,444.16	6,491.10	-0.91	0.16	-5.85	4.91E-09	1.99E-05
ENSSSCG00000036893	*PTHLH*	57.28	115.94	-1.03	0.26	-3.99	6.50E-05	1.61E-02
ENSSSCG00000011516	*EIF4E3*	1,066.91	2,230.21	-1.06	0.29	-3.63	2.80E-04	3.96E-02
ENSSSCG00000006940	*CCN1*	3,062.23	6,772.00	-1.14	0.27	-4.21	2.57E-05	8.21E-03
ENSSSCG00000004469	*LCA5*	136.10	325.75	-1.26	0.32	-3.93	8.65E-05	1.88E-02
ENSSSCG00000012173	*SAT1*	2,015.31	5,139.85	-1.35	0.25	-5.34	9.39E-08	1.90E-04
ENSSSCG00000024312	*ID4*	488.77	1,333.62	-1.45	0.33	-4.40	1.07E-05	4.52E-03
ENSSSCG00000009517	*GPR183*	76.05	210.52	-1.47	0.38	-3.86	1.12E-04	2.30E-02
ENSSSCG00000022925	*SLC2A3*	1,356.71	3,937.21	-1.54	0.38	-4.07	4.75E-05	1.30E-02
ENSSSCG00000013784	*DNAJB1*	5,418.77	16,383.87	-1.60	0.33	-4.86	1.19E-06	1.11E-03
ENSSSCG00000039651	*SLC2A5*	203.42	625.64	-1.62	0.46	-3.55	3.92E-04	4.85E-02
ENSSSCG00000037241	*RGS2*	789.87	2,539.31	-1.68	0.32	-5.26	1.42E-07	2.47E-04
ENSSSCG00000039904	RF00016	115.66	427.28	-1.89	0.34	-5.58	2.47E-08	6.01E-05
ENSSSCG00000031725	RF00016	130.89	509.37	-1.96	0.35	-5.58	2.42E-08	6.01E-05
ENSSSCG00000035039	RF00016	86.14	350.98	-2.03	0.33	-6.11	1.01E-09	6.15E-06
ENSSSCG00000020970	*IL6*	62.87	1,022.05	-4.03	1.12	-3.60	3.20E-04	4.18E-02

^a^ log_2_(Fold Change) of the gene expression levels in the low IMF group *vs*. the high IMF group.

^b^ Standard error (S.E.) of the log_2_(Fold Change)

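RF01848 and the RF00016 genes are listed by their Ensembl identifiers and Rfam family names, and no position in the genome is given for them here. RF01848 (ENSSSCG00000036462) had a TMM-normalized count of 4389 ± 5938 (SD, n = 6) in the low IMF group and 7.08 ± 3.66 (SD, n = 6) in the high IMF group. The SD in the low IMF group exceeded its mean, because pigs 10 and 11 had counts of 11271 and 12654, pigs 9 and 12 had 2158 and 226, and pigs 7 and 8 had 17.8 and 5.92. The high IMF pigs had from 3.03 to 14.0. Its log2FC was 9.28 (standard error 1.76, adjusted p = 0.190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 8.59 and 9.56 when each pig was left out in turn. The adjusted p of RF01848 ran from 1.77e-13 in DESeq2's Wald test without pig 8 to 0.723 in limma-voom, and was 9.12e-10 in the Wald test with all pigs. A permutation of the pigs gave an exact two-sided p of 0.0108 for the difference in log2 CPM (n = 6 and 6). For RF00016 (ENSSSCG00000035039) the count was 86.6 ± 40.2 (SD, n = 6) in the low and 356 ± 119 (SD, n = 6) in the high IMF group. The log2FC was -2.03 (standard error 0.34, adjusted p = 0.190 from the quasi-likelihood test; 4.72e-06 from DESeq2's Wald test), and every high IMF pig lay above every low IMF pig (exact permutation p = 0.00216, the smallest that 6 pigs against 6 allow).

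**Figure D2:**
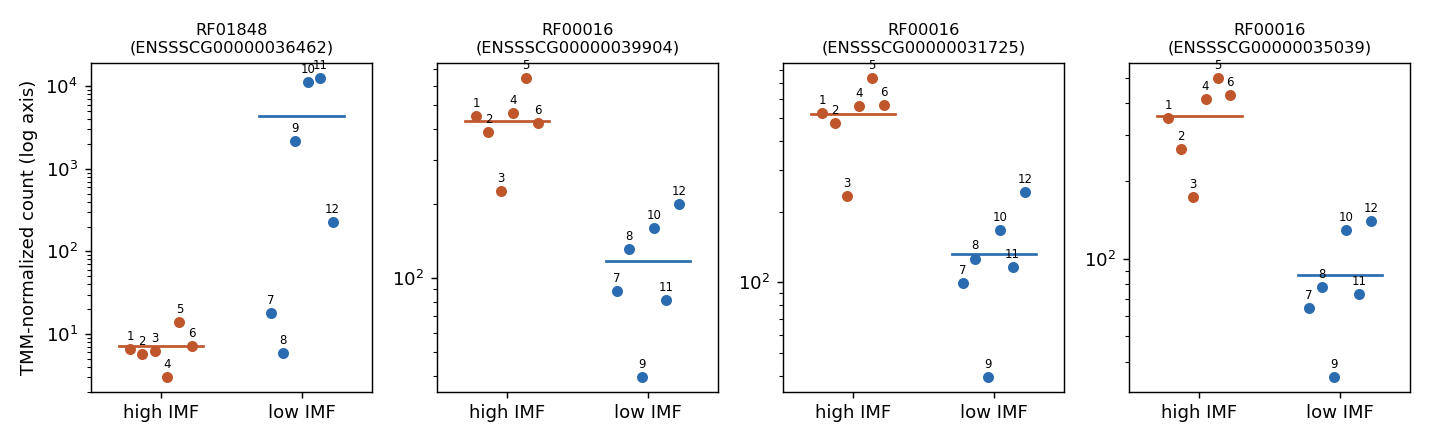
TMM-normalized counts (vertical axis, log scale) of 4 snoRNA genes in the high and the low IMF group. Points are pigs with their numbers and bars are group means; for RF01848, pigs 7 and 8 of the low IMF group sit at 17.8 and 5.92, near the high IMF pigs.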

The two most significant DEGs were ENSSSCG00000036462 RF01848 (log_2_FC = 9.29 and adjusted *P*-value = 1.59E-09) and ENSSSCG00000035039 RF00016 (log_2_FC = -2.03 and adjusted *P*-value = 6.15E-06). Both these genes are predicted non-coding small nucleolar RNAs (snoRNAs), a class of regulatory RNAs consisting of 60–300 nucleotides responsible for the post-transcriptional modification, maturation and stabilization of ribosomal RNAs [52, 53]. The snoRNA RF01848 (ENSSSCG00000036462) is predicted to have an ACEA_U3 skeleton structure, whereas ENSSSCG00000035039 RF00016 was predicted to have a SNORD14 skeleton. At present, ENSSSCG00000035039 RF00016 has been retired from the latest release of *Sus scrofa* genome annotation in Ensembl database, but together with ENSSSCG00000035039, also two other snoRNAs with a SNORD14 skeleton structure were more expressed in the high IMF group: the ENSSSCG00000039904 RF00016 (log_2_FC = -1.89; adjusted *P*-value = 6.01E-05) and ENSSSCG00000031725 RF00016 (log_2_FC = -1.96; adjusted *P*-value = 6.01E-05). 

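RF00016 (ENSSSCG00000039904) had 433 ± 136 TMM-normalized counts (SD, n = 6) in the high and 117 ± 57.9 (SD, n = 6) in the low IMF group, a log2FC of -1.89 (standard error 0.35). RF00016 (ENSSSCG00000031725) had 517 ± 165 (SD, n = 6) against 132 ± 68.3 (SD, n = 6), a log2FC of -1.97 (standard error 0.36). Both had an adjusted p of 0.190 in edgeR's quasi-likelihood test, and each had 5.76e-05 in DESeq2's Wald test. The 3 RF00016 genes belong to one family, and the counting could split or share reads between near-identical copies, so they are uncertain as separate measurements.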

Recently, equine adipose-derived mesenchymal stromal cells were proven to release extracellular vesicles mainly enclosing snoRNAs [54], suggesting that this type of regulatory non-coding RNAs may play an active part in cell differentiation and vesicle-mediated cross-talk between cells. Intriguingly, some SNORDs were also involved in intracellular cholesterol trafficking and its mobilization from the plasma membrane to the endoplasmic reticulum [53, 55]. Intracellular cholesterol homeostasis is essential in adipocytes, which functions as a primary depot of unesterified cholesterol in the body [56]. Taken together, these results reported in the literature would suggest a role in adipocyte proliferation and cholesterol trafficking of some SNORDs. Our results agree with the results found in the literature for some SNORDs and may indicate that the SNORDs found DE in the present research could be involved in some of the molecular networks related to IMF deposition. However, further evidence is needed to elucidate the roles of SNORDs in muscle and prove their possible involvement in the proliferation and metabolism of the muscle-interspersed adipocytes. Interestingly, some genes found DE in the present study are already known in the scientific literature for their roles in adipogenesis and lipid metabolism. Among them, *Peroxisome Proliferator Activated Receptor Alpha* (*PPARA*) was already reported in the literature to regulate the expression of many genes critical for lipid and lipoprotein metabolism and was found to be highly expressed in tissues that have a high level of fatty acid catabolism [57]. Indeed, the expression of *PPARA* promotes fatty acid β-oxidation mediating the activation of genes intervening in lipids catabolism [58], with beneficial effects on liver steatosis, and lowering effects on plasma triglycerides and small dense low-density lipoproteins [59]. These anti-adipogenic effects noticed for the human *PPARA* gene agree with the negative correlations identified in pigs between loin IMF content and *PPARA* mRNA level [60, 61]. Consistently, we identified higher expression of *PPARA* in the pigs belonging to the low IMF group (log_2_FC = 0.64; adjusted *P*-value = 3.52E-03), supporting the anti-adipogenic role exerted by this transcription factor on IMF deposition. Similarly, also *CCAAT Enhancer Binding Protein Beta* (*CEBPB*) was more transcribed in low IMF pigs (log_2_FC = 0.84; adjusted *P*-value = 6.24E-03). 

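PPARA (ENSSSCG00000000006), on chromosome 5 of Sscrofa11.1 from 3302755 to 3321091, had a TMM-normalized count of 1905 ± 279 (SD, n = 6) in the low IMF group and 1230.4 ± 206 (SD, n = 6) in the high IMF group. The log2FC was 0.63 (standard error 0.13, adjusted p = 0.199 from edgeR's quasi-likelihood test), and DESeq2's Wald test gave an adjusted p of 0.00389. All low IMF pigs, from 1577, exceeded all high IMF pigs, up to 1535 (exact permutation p = 0.00216). Leaving out single pigs moved the log2FC of PPARA between 0.58 and 0.70.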

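CEBPB (ENSSSCG00000034207) lies on chromosome 17 of Sscrofa11.1 from 51722633 to 51723673. The low IMF group had 11518 ± 3576 TMM-normalized counts (SD, n = 6) and the high IMF group 6474 ± 1038 (SD, n = 6). Its log2FC was 0.83 (standard error 0.18, adjusted p = 0.229 from the quasi-likelihood test of edgeR; 0.00695 from DESeq2's Wald test). Pigs 7 and 12 had the highest counts, 17418 and 14440.0, and without pig 7 the log2FC was 0.68. The 2 groups did not overlap.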

Most of the scientific literature indicates *CEBPB* as an early marker of adipogenesis controlling fatty acid metabolism and inflammation in different tissues [62, 63]. The highest expression noticed in low IMF pigs for this gene may be a suggestive marker of undifferentiated pre-adipocytes in an early stage of differentiation, when the commitment of *CEBPB* seems to be crucial for triggering the following stage of maturation and fat droplet formation [64–66]. On the other hand, the *CEBPB* down-regulation in high IMF group may suggest that in these individuals the muscle interspersed adipocytes have undergone a more advanced differentiation stage, with the formation of lipid droplets. The latter stage does not require the expression of the *CEBPB* gene, which was found down-regulated in mature adipocytes [64–66]. In the two groups of samples, the mRNA amounts of the gene *Fibroblast Growth Factor 2* (*FGF2*) showed the opposite trend compared to *CEBPB* levels. *FGF2* is synthesized and secreted by adipocytes [67], and depending on its concentration, *FGF2* can function as either a positive or negative factor of in vitro adipogenesis through the regulation of the ERK signaling pathway [68]. FGF family members are involved in a variety of biological processes including embryonic development, cell growth, and morphogenesis [69]. In particular, polymorphisms in the *FGF2* gene were already associated with bovine milk fat yield and percentage [70, 71], with fat-related traits in pigs [72] and with human body fat mass [73]. Thus, the increased expression of *FGF2* noticed in pigs with high IMF (log_2_FC = -0.75; adjusted *P*-value = 1.74E-02) may be the result of the increased activation of this gene and secretion of the relative growth factor by the differentiated and hypertrophic adipocytes interspersed in the SM of the high IMF animals. 

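FGF2 (ENSSSCG00000036213), on chromosome 8 of Sscrofa11.1 from 101278877 to 101344084, had 1476 ± 423 TMM-normalized counts (SD, n = 6) in the high IMF group and 874 ± 135 (SD, n = 6) in the low IMF group. The log2FC was -0.76 (standard error 0.18, adjusted p = 0.280 from edgeR's quasi-likelihood test; 0.0189 from DESeq2's Wald test). Each high IMF pig, from 1045, exceeded each low IMF pig, up to 1024. In the Wald test, FGF2 kept an adjusted p at or under 0.05 in 8 of the 12 fits that each left out 1 pig.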

Recently, FGF2 was also studied for its effects on primary cilia, a solitary non-motile cilium that projects from the apical surface of cells to the internal lumen of the tissues and acts as a sensory antenna transducing a multitude of chemical and physical stimuli [74]. Kunova Busakova et al. [75] found that mesenchymal cells treated with FGF2 showed an elongation of primary cilia and activation of phosphatidylinositol-3-kinase (PI3K)/AKT, mammalian target of rapamycin (mTOR) signaling and ERK MAP kinase signaling. Interestingly, in agreement with the evidence concerning FGF2-related effects reported by Kunova Busakova et al. [75], among the DEGs we found several genes participating in primary cilia morphogenesis, and in the PI3K/AKT and ERK MAP kinase signaling. Indeed, compared with low IMF group, high IMF pigs showed also higher expression of *Lebercilin 5* (*LCA5*, log_2_FC = -1.26; adjusted *P*-value = 1.88E-02), a gene coding for a protein intervening in the primary cilia morphology [76], and increased expressions of *Cellular Communication Network Factor 1* (*CCN1*, *alias CYR61*, log_2_FC = -1.14; adjusted *P*-value = 8.21E-03), *G Protein-Coupled Receptor 183* (*GPR183*, log_2_FC = -1.47; adjusted *P*-value = 2.30E-02) and *Interleukin 6* (*IL6*, log_2_FC = -4.03; adjusted *P*-value = 4.18E-02). 

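LCA5 (ENSSSCG00000004469, chromosome 1 of Sscrofa11.1 from 86596967 to 86685073) had 329.7 ± 162 TMM-normalized counts (SD, n = 6) in the high and 137 ± 39.7 (SD, n = 6) in the low IMF group, and its log2FC was -1.27 (standard error 0.32, adjusted p = 0.331 from edgeR's quasi-likelihood test; 0.0205 from DESeq2's Wald test). Without pig 3, the highest at 619, the log2FC of LCA5 was -0.99 and the adjusted p of the Wald test 0.0995. CCN1 (ENSSSCG00000006940) had 6873 ± 2101 counts (SD, n = 6) against 3099 ± 1353 (SD, n = 6), a log2FC of -1.15 with a standard error of 0.27. GPR183 (ENSSSCG00000009517, chromosome 11 of Sscrofa11.1 from 68231851 to 68248627) had 213 ± 168 counts (SD, n = 6) in the high and 76.4 ± 12.4 (SD, n = 6) in the low IMF group. Pig 6 alone had 547, and leaving it out changed the log2FC of GPR183 from -1.48 to -0.94. In DESeq2's Wald test the adjusted p of GPR183 was 0.0252 with all pigs and 0.0354 without pig 6. It was at or under 0.05 in 4 of the 12 fits that each left out 1 pig. Without pig 1, 11 or 12 the test gave no adjusted p, and elsewhere it was at most 0.0725. IL6 (ENSSSCG00000020970, chromosome 9 of Sscrofa11.1 from 91506421 to 91510830) rested on fewer pigs. The high IMF mean of 1039 ± 2012 (SD, n = 6) has an SD larger than the mean, since pigs 6 and 1 had 5097 and 855 normalized counts and the other 4 high IMF pigs from 35.7 to 113. The low IMF pigs had from 10.9 to 169, so both ranges overlapped (exact permutation p = 0.115). The log2FC of IL6 was -4.03 (standard error 1.23) with all pigs and -1.85 without pig 6.

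**Figure D3:**
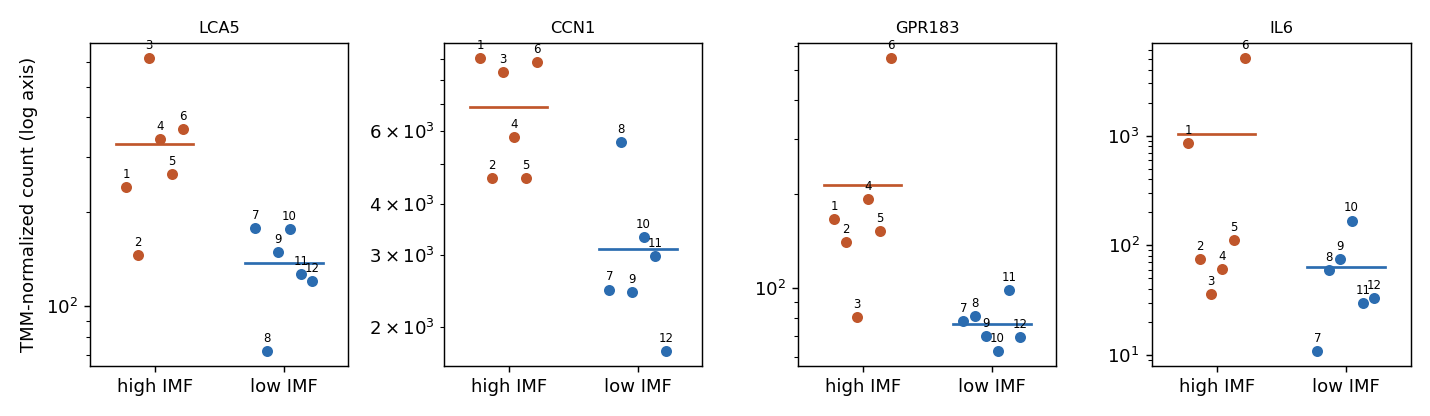
TMM-normalized counts (vertical axis, log scale) of LCA5, CCN1, GPR183 and IL6 in the high and the low IMF group. Points are pigs with their numbers and bars are group means; pig 6 is highest for GPR183 (547) and IL6 (5097).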

All the three genes *CCN1*, *GPR183* and *IL6* activate or are activated by the ERK MAP kinase signaling pathway [77–79]. The differential expression noticed for *IL6* in high IMF pigs may also be related to the secretion from white adipose tissue of IL6 [80]. IL6 is a proinflammatory cytokine produced by activated immune cells and stromal cells, including T cells, monocytes/macrophages, endothelial cells, fibroblasts, and hepatocytes [81]. The proteins encoded by this gene have many functions in the regulation of the immune system and metabolism, and play also a role in the body's defense against infection, in many regenerative processes, and in the regulation of body weight [reviewed in 81]. Interestingly, in humans, omental *IL6* mRNA expression correlated negatively with insulin sensitivity and positively with steatosis [82], supporting a role for this gene in energy metabolism and obesity. Other genes found DE were related to the control of cell differentiation and stem cell totipotency, such as *Inhibitor of DNA binding 4* (*ID4*) [83] and *Inhibitor of DNA binding 2* (*ID2*) [84], and to transcription regulation, such as *Eukaryotic Translation Initiation Factor 4E Family Member 3* (*EIF4E3*). 

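ID4 (ENSSSCG00000024312), on chromosome 7 of Sscrofa11.1 from 15281535 to 15284895, and ID2 (ENSSSCG00000008645), on chromosome 3 of Sscrofa11.1 from 127500759 to 127503207, were both higher in the high IMF group. ID4 had 1354 ± 569 against 494 ± 209 TMM-normalized counts (SD, n = 6 each), a log2FC of -1.45 with a standard error of 0.34. For ID2 the counts were 969.7 ± 408 against 514 ± 61.8 (SD, n = 6 each) and the log2FC -0.92 with a standard error of 0.22. The adjusted p from edgeR's quasi-likelihood test was 0.276 for ID4 and 0.282 for ID2, and from DESeq2's Wald test 0.00502 and 0.0177. The groups did not overlap for ID2, where pig 6 was highest at 1756; without it the log2FC was -0.66.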

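EIF4E3 (ENSSSCG00000011516) lies on chromosome 13 of Sscrofa11.1 from 53080200 to 53152335 and had 2263 ± 831 TMM-normalized counts (SD, n = 6) in the high IMF group against 1079 ± 349.9 (SD, n = 6) in the low IMF group. High IMF pig 5 had 744, below 5 of the 6 low IMF pigs, and the other high IMF pigs from 2139.7 to 3239. The log2FC was -1.07 (standard error 0.29, adjusted p = 0.367 from edgeR's quasi-likelihood test; 0.0421 from DESeq2's Wald test). In the Wald test the adjusted p of EIF4E3 stayed at or under 0.05 in 3 of the 12 fits that each left out 1 pig.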

The latter was found over-expressed in high IMF individuals compared with the low IMF group (log_2_FC = -1.06; adjusted *P*-value = 3.96E-02), suggesting its possible role in IMF deposition. Our result seems to agree with the role shown by EIF4E in cell proliferation and adipocyte differentiation reported by Nogueira et al. [85]. Indeed, *EIF4E3* is a translational initiation factor [86], but this gene is also required in the AKT/mTORC1/eIF4E axis for adipocyte differentiation [85] since the mammalian target of rapamycin complex 1 (mTORC1) enables EIF4E to interact with EIF4G and to initiate the mRNA translation during adipocyte differentiation [87]. Another gene related to the same gene family (namely *Eukaryotic Translation Initiation Factor 4E Binding Protein 1*, *EIF4EBP1*) was also found among the DEGs associated with porcine backfat thickness [88], supporting the evidence that *EIF4E* gene family may be involved in the processes associated with adipogenesis. mTORC1 signaling was also found to control polyamine synthesis [89]. 

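SAT1 (ENSSSCG00000012173), on chromosome X of Sscrofa11.1 from 19908037 to 19910553, had 5219.6 ± 2049.9 TMM-normalized counts (SD, n = 6) in the high IMF group and 2038 ± 475 (SD, n = 6) in the low IMF group. Its log2FC was -1.36 (standard error 0.25, adjusted p = 0.190 from edgeR's quasi-likelihood test; 1.87e-04 from DESeq2's Wald test), and the lowest high IMF pig, at 2912, exceeded the highest low IMF pig, at 2492.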

Interestingly, high IMF pigs showed also a higher expression of *Spermidine/spermine N1-acetyltransferase* (*SAT1;* log_2_FC = -1.35; adjusted *P*-value = 1.90E-04), an enzyme acting in the homeostasis of polyamines [90], that are molecules essential for cell growth [91]. The concurrent increased expression of both *SAT1* and *FGF2* genes noticed in the present research in high IMF pigs is in agreement with the evidence reported in the literature that FGF2 concentrations positively regulate polyamine synthesis in arterial smooth muscle cells [92].

Similarly, high IMF group presented also a higher gene expression for *ADAM Metallopeptidase With Thrombospondin Type 1 Motif 1* (*ADAMTS1*, log_2_FC = -0.91; adjusted *P*-value = 1.99E-05). These shreds of evidence are consistent with the scientific literature concerning this gene. 

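ADAMTS1 (ENSSSCG00000012026), on chromosome 13 of Sscrofa11.1 from 190277175 to 190285957, had the smallest unadjusted p of the genes of Table 2, 2.02e-05 in edgeR's quasi-likelihood test. The high IMF group had 6591 ± 1554 and the low IMF group 3483 ± 355 TMM-normalized counts (SD, n = 6 each). The log2FC was -0.92 (standard error 0.14, adjusted p = 0.190 from the same test; 1.72e-05 from DESeq2's Wald test), and it lay between -0.99 and -0.82 with single pigs left out. High IMF pigs, from 5028, all exceeded low IMF pigs, up to 3799.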

ADAMTS1 is mainly recognized to be involved in extracellular matrix degradation [93], but evidence suggests also its participation in adipogenesis. *ADAMTS1* gene had indeed its expression up-regulated during adipogenesis of human mesenchymal stem cells in the study by Hung et al. [94], and the targeted inactivation of the murine *ADAMTS1* gene resulted in morphological defects in the adipose tissue [95].

The GO analysis revealed several BPs to be enriched, among which "GO:0014013" corresponding to "Regulation of Gliogenesis" (Adjusted *P-*value = 0.021), "GO:0045444" corresponding to "fat cell differentiation" (Adjusted *P-*value = 0.021) and "GO:0061448" (Adjusted *P-*value = 0.032) which implies a connective tissue development (Fig 4). As can be seen in Fig 4, the genes included in the significant functional categories are almost the same in all the GO terms and are mainly related to the differentiation of precursors to different types of cells (such as fat cells, osteoblasts, glial cells, and fibroblasts). This result is therefore in agreement with the roles previously described for several DEGs, which were found in the literature to be mainly associated with the regulation of cell differentiation and proliferation.

**Fig 4:**
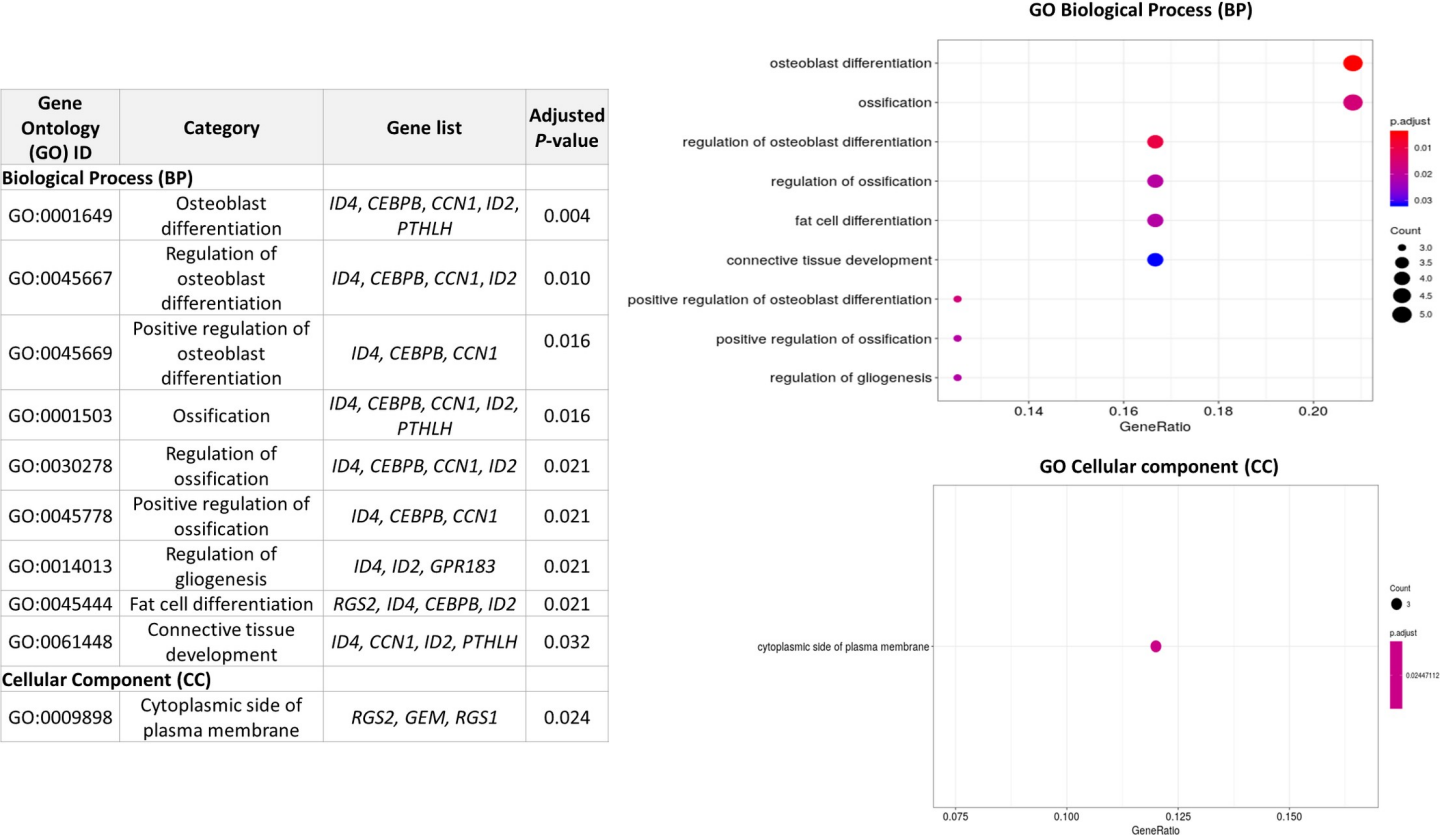
Results of the Gene Ontology (GO) analysis of the 58 differentially expressed genes (DEGs) associated with Intramuscular fat (IMF) deposition. The color and size of the dots show the significance and the ratio between the number of DEGs found in the present study belonging to the functional categories and the total number of genes in the functional categories.

### RT-qPCR validation of differential expression analysis

In order to validate the RNA-seq experiment, RT-qPCR was used to assess the expression of five genes (two downregulated and five upregulated in the low IMF group): *DnaJ Heat Shock Protein Family (Hsp40) Member B1* (*DNAJB1*), *LCA5*, *LIM Domain Kinase 1* (*LIMK1*), *PPARA* and *Transforming Acidic Coiled-Coil Containing Protein 2* (*TACC2*). 

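Of the genes measured by RT-qPCR, which was not analysed here, DNAJB1 (ENSSSCG00000013784, chromosome 2 of Sscrofa11.1 from 64761672 to 64764482) had 16643 ± 8743 TMM-normalized counts (SD, n = 6) in the high and 5483 ± 1957 (SD, n = 6) in the low IMF group, a log2FC of -1.60 (standard error 0.34). LIMK1 (ENSSSCG00000030378, chromosome 3 of Sscrofa11.1 from 11252820 to 11279286) had 9762 ± 1346 counts (SD, n = 6) in the low and 5916 ± 1314 (SD, n = 6) in the high IMF group, a log2FC of 0.72 (standard error 0.15). A pair of identifiers carry the name TACC2, between which the counting could split reads. ENSSSCG00000028063, listed in Table 2, had a log2FC of 0.61 (standard error 0.14), and ENSSSCG00000037530 one of 0.63 (standard error 0.17). With edgeR's quasi-likelihood test, the adjusted p was 0.205 for DNAJB1, 0.190 for LIMK1, and 0.253 and 0.367 for the TACC2 genes. DESeq2's Wald test gave 0.00119, 0.00283, 0.0125 and 0.0629 in the same order. Of the normalizing genes, RPS18 (ENSSSCG00000001502) carried a name here, and its log2FC was 0.05 (standard error 0.12).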

For the selected genes, the value of the Log_2_FC from the RNA-seq analysis was compared to the Log_2_FC obtained with RT-qPCR. The genes selected for the validation showed similar expression patterns between the RNA-seq and the RT-qPCR analyses (Fig 5). Indeed, the Log_2_FC values obtained by RT-qPCR were significantly correlated with those obtained from RNA-seq (r = 0.89, *P*-value = 0.04) and displayed a high coefficient of determination (R^2^ = 0.79; Fig 5).

**Fig 5:**
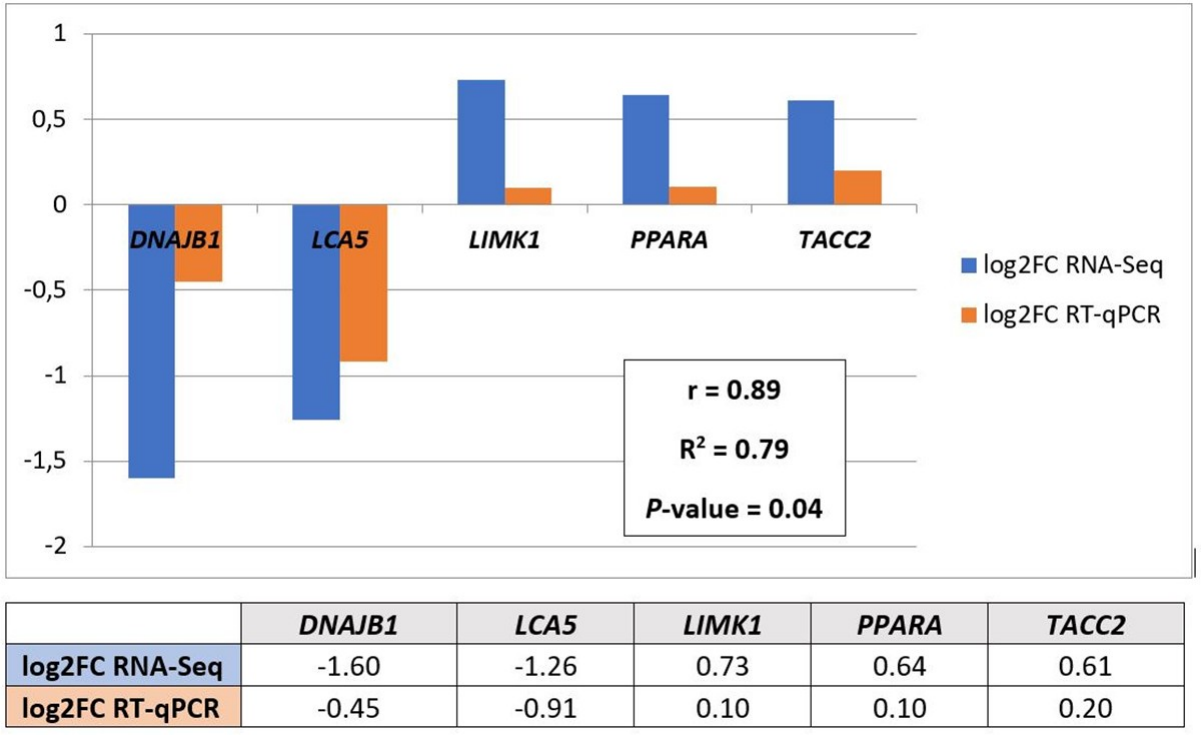
RT-qPCR validation of five genes found differentially expressed by RNA-Seq analysis. The table reports the Log_2_ Fold Change of the gene expressions between low IMF and high IMF groups for the RNA-Seq and RT-qPCR. The same values are also graphically presented with the results of the correlation analysis (with the r correlation coefficient, the R^2^ coefficient of determination, and the *P-*value).

### Identification of weighted gene correlation networks associated with intramuscular fat content

To detect possible gene correlation networks associated with IMF deposition and add information to the list of DEGs, the package “WGCNA” was used [46]. IMF content showed to be significantly correlated with the genes clustered in four modules: grey60 (module eigenvalue = 0.77; *P*-value = 0.003), darkturquoise (module eigenvalue = 0.65; *P*-value = 0.022), skyblue1 (module eigenvalue = 0.65; *P*-value = 0.022), and lavenderblush3 (module eigenvalue = -0.62; *P*-value = 0.030; Table 1 in S1 File). 

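The co-expression network was not built again. The eigengene of a module, which is 1 value per pig, was instead solved by least squares from the memberships of genes in S1 File and the regularized log counts of those genes. S1 File Table 2 was used in part, with 816 genes, of which 752 had counts and a name that matched 1 gene, and the 19230 lines of the file after them were not analysed here. Memberships computed from the solved eigengenes correlated with the published ones across these genes with r from 0.992 to 0.996; genes are not independent replicates. The mean eigengene, high IMF minus low IMF, differed by 0.470 for grey60 (exact permutation p = 0.00649, n = 6 and 6), by 0.398 for darkturquoise (exact permutation p = 0.00216), by 0.413 for skyblue1 (exact permutation p = 0.00649) and by -0.365 for lavenderblush3 (exact permutation p = 0.0346). Benjamini-Hochberg adjustment over the 4 modules gave 0.00866 for the other modules and 0.0346 for lavenderblush3. Pig 7 had a darkturquoise eigengene of -0.788, against -0.201 to 0.00375 in the other low IMF pigs, and without it that difference was 0.280. The tests are two-sided, and the study chose these modules for their relation to IMF in the same pigs. IMF % falls in 2 separate ranges, so no correlation over all 12 pigs is given. Of the 8 correlations of an eigengene with IMF % within a group of 6 pigs, 0 had an exact permutation p at or under 0.05, the smallest being 0.0903, and all rest on the IMF % assigned to single pigs.

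**Figure D4:**
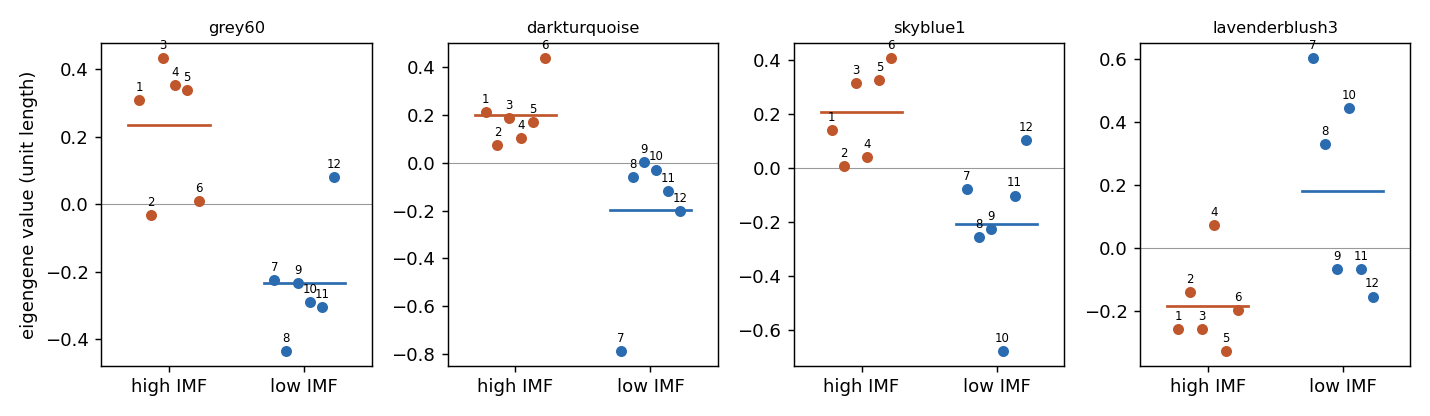
Solved eigengene (vertical axis, scaled to unit length) of the grey60, darkturquoise, skyblue1 and lavenderblush3 modules in each pig of the high and the low IMF group. Points are pigs with their numbers and bars are group means; for darkturquoise all 6 high IMF pigs lie above the median of the 12.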

Firstly, the genes grouped in the significant modules were compared with the list of DEGs obtained using the DESeq2 package. 

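Over the 12 pigs, 53 of the 58 DEGs had regularized log counts correlated with IMF % at a permutation p at or under 0.05, from 100000 resamples, and as many passed when adjusted over the list alone. Because the 2 groups lie at the extremes of IMF % and the DEGs were chosen for their difference between them, this count repeats the difference between the groups. Within the high IMF group, 2 of the 58 genes were correlated with IMF % at an exact permutation p at or under 0.05, and within the low IMF group 2, where 2.90 are expected by chance; adjusted over the list alone, 0 passed in either group. The correlation within the high IMF group had the sign of the difference between groups for 17 of the 58 genes, and within the low IMF group for 25. These values rest on the IMF % of single pigs.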

Fifty-four genes out of the 58 identified as DE were found to have an expression level significantly correlated with IMF content, suggesting that there was an overall agreement between the two methods.

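CRKL (ENSSSCG00000010095, chromosome 14 of Sscrofa11.1 from 50528950 to 50558664) had 22478 ± 1503 TMM-normalized counts (SD, n = 6) in the low IMF group and 18275 ± 916 (SD, n = 6) in the high IMF group. Its log2FC was 0.30 (standard error 0.08, adjusted p = 0.342 from edgeR's quasi-likelihood test; 0.00619 from DESeq2's Wald test), and the groups did not overlap. GRB2 (ENSSSCG00000017206) and NCK2 (ENSSSCG00000008144) were also higher in the low IMF group, with log2FCs of 0.21 and 0.44. LEO1 (ENSSSCG00000004625) and RASA1 (ENSSSCG00000014146) were higher in the high IMF group, with log2FCs of -0.19 and -0.25. In these 4 genes the adjusted p of the quasi-likelihood test was at least 0.419 and that of the Wald test at least 0.151. The enrichment of functional categories was not computed here.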

The GO analysis of the genes significantly entering in the four modules associated with the IMF content showed only two significant MFs enriched in the skyblue1 module, namely “GO:0045309 Protein phosphorylated amino acid binding” (comprising the genes *CRK Like Proto-Oncogene*, *Adaptor Protein- CRKL*, *Growth Factor Receptor Bound Protein 2*- *GRB2*, *LEO1 Homolog*, *Paf1/RNA Polymerase II Complex Component*- *LEO1*, *NCK Adaptor Protein 2- NCK2*, *RAS P21 Protein Activator 1- RASA1*; Adjusted *P-*value = 0.010) and “GO:0001784 Phosphotyrosine residue binding” (with *CRKL*, *GRB2*, *NCK2*, and *RASA1*; Adjusted *P*-value = 0.040).

The genes in the four significant modules associated with porcine IMF content were further investigated in Cytoscape. The complete lists of gene module memberships with the *P*-values and the correlation coefficients are reported in Tables 2 and 3 in S1 File. The overall significances of the genes for the IMF content and the relative *P*-values are reported in Table 4 in S1 File. Fig 6 shows the significant GO BPs and CCs identified for the list of genes belonging to grey60, darkturquoise, skyblue1, and lavenderblush3 modules. The results of the functional categories related to the genes found with the weighted gene correlation analysis highlighted two macro-categories of genes: a first cluster of genes closely linked to the regulation of cell differentiation, DNA transcription in the cell nucleus, alternative splicing of transcripts, maturation and translation of mRNA, and a second group of genes linked to the cellular structure (centriolar satellite, microtubule organizing center and non-motile cilium assembly). The complete list of the GO terms, the genes found to be associated and the *P*-values are reported in S4 Table.

**Fig 6:**
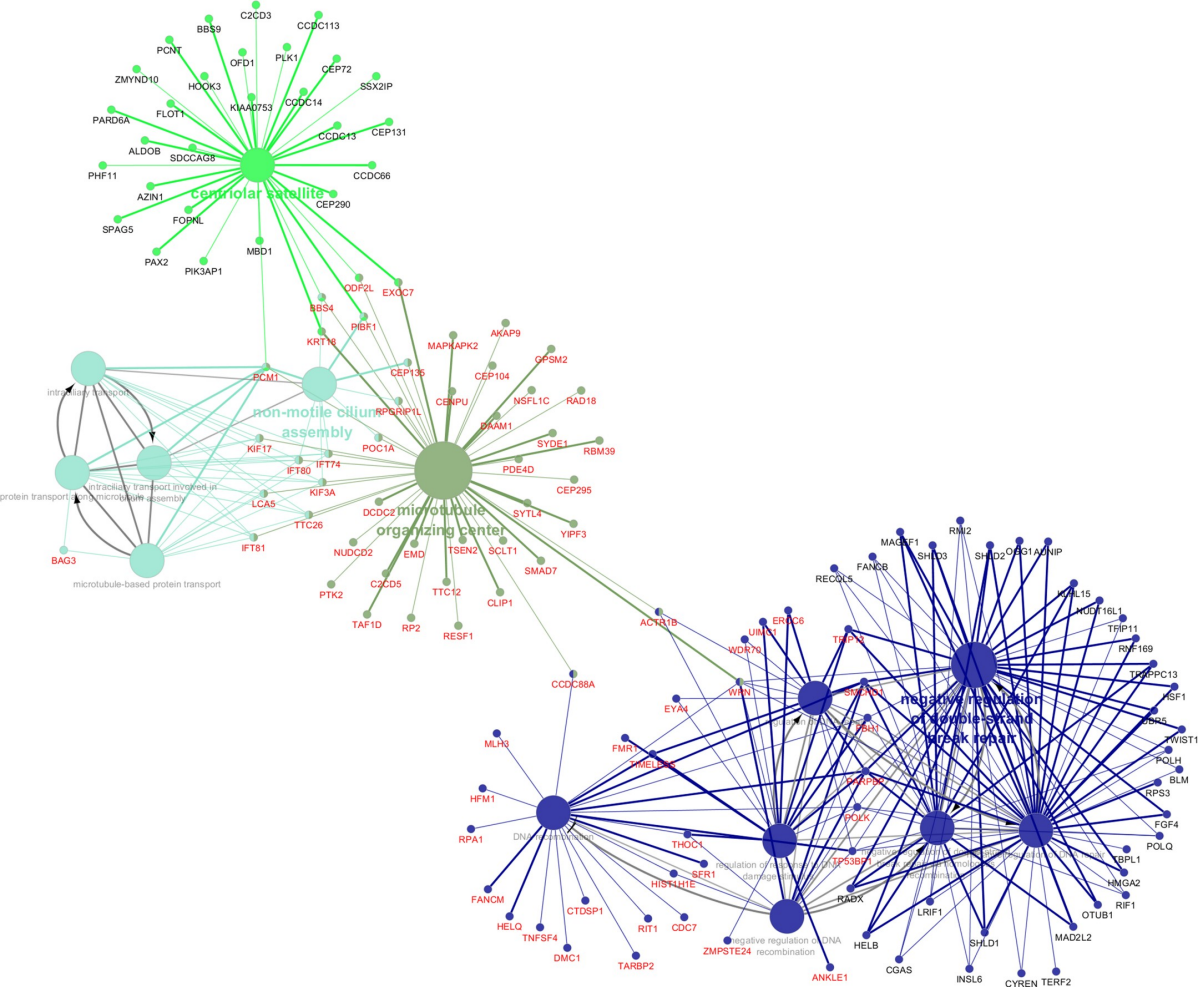
Results of the Cytoscape functional analysis of the genes found in the four significant modules associated with Intramuscular fat (IMF) deposition in the *Semimembranosus* muscle. Different functional categories are represented in different colors. The genes with central roles in these categories are also plotted.

Of particular interest is the latter functional category, which contains the DE gene *LCA5*, and several genes that code for proteins that fall within the organization of primary cilia, such as the various intraflagellar transport proteins (i.e. *IFT81*, *IFT80*, *IFT74*) and centrosomal proteins (*CEP135*). 

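IFT81 (ENSSSCG00000009818, chromosome 14 of Sscrofa11.1 from 31425548 to 31615003) had 798 ± 88.9 TMM-normalized counts (SD, n = 6) in the high and 556 ± 49.1 (SD, n = 6) in the low IMF group, and its log2FC was -0.52 (standard error 0.11, adjusted p = 0.190 from edgeR's quasi-likelihood test; 0.00213 from DESeq2's Wald test). The log2FC was -0.29 (standard error 0.12) for IFT80 (ENSSSCG00000011733) and -0.36 (standard error 0.16) for IFT74 (ENSSSCG00000005124), with adjusted p-values of 0.307 and 0.335 in the Wald test. CEP135 (ENSSSCG00000022283, chromosome 8 of Sscrofa11.1 from 55250902 to 55323396) had 1055 ± 233 against 728 ± 91.6 counts (SD, n = 6 each) and a log2FC of -0.54 (standard error 0.14), or -0.41 without pig 1, which had 1508 counts. A list of 39 genes of intraflagellar transport and the BBSome, a complex that carries cargo in cilia, was fixed before the data were examined, and 30 of them were tested. In log2 CPM, 22 of these were higher in the high IMF group, with a median log2FC of -0.13 (camera with a preset inter-gene correlation of 0.01, adjusted p = 0.00221 over 11 lists, limma). With the inter-gene correlation estimated from the data the adjusted p was 0.409, and with fry 0.210, so this call did not hold under either.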

As previously discussed, the scientific literature is recently investigating with increasing interest in the role played by primary cilia in cellular energy metabolism. While mature adipocytes are not thought to be ciliated, a transient primary cilium has been described during the differentiation of preadipocytes [96], with ciliary proteins expressed during adipogenesis [97]. These specialized cellular organelles are formed during interphase of the cell cycle from an ancestral basal body or elder centriole of the centrosome, to which primary cilia remain closely connected. The prominent roles of these organelles in cell differentiation and energy metabolism are only recently beginning to be understood. Indeed, the primary cilia play critical roles associated with the epithelium–mesenchyme interaction in various tissues, and several studies evidenced that the primary cilia surface comprises receptors for many growth factors and chemical stimuli which permit the cross-talk between adjacent tissues and the regulation of the development and functional differentiation [98]. Primary cilia are also found to express on their surface receptors associated with the regulation of intracellular energy balance. Indeed, rat tracheal ciliated cells presented glucose transporters (GLUT family) on their surface [99]. 

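SLC2A5 (ENSSSCG00000039651), on chromosome 6 of Sscrofa11.1 from 69507829 to 69535794, had 633 ± 543 TMM-normalized counts (SD, n = 6) in the high and 205 ± 100.4 (SD, n = 6) in the low IMF group. Pig 3 had 1691 and the other high IMF pigs from 207 to 701. The log2FC was -1.62 (standard error 0.49, adjusted p = 0.419 from edgeR's quasi-likelihood test; 0.0521 from DESeq2's Wald test of all genes with at least 1 count and 0.0451 from that of the genes kept by the filter), and the log2FC was -1.03 without pig 3.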

In the present study, we found *Solute Carrier Family 2 Member 5* (*SLC2A5*, *alias GLUT5*) up-regulated in the high IMF group (Table 2). This gene encodes a fructose transporter responsible for fructose uptake in cells and was proved to be essential in the adipocyte differentiation process [100, 101]. These results are therefore in agreement with our findings, and it could be hypothesized that *SLC2A5* expression in adipocytes may be dependent also on ciliation events. Anyway, the literature concerning *SLC2A5* and its possible relation with primary cilia is still scant, and this interpretation would need further dedicated studies to be proved. 

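SLC2A3 (ENSSSCG00000022925), on chromosome 5 of Sscrofa11.1 from 62963635 to 63041955, had 4001 ± 2437 TMM-normalized counts (SD, n = 6) in the high IMF group and 1371 ± 621 (SD, n = 6) in the low IMF group. Its log2FC was -1.54 (standard error 0.40, adjusted p = 0.342 from edgeR's quasi-likelihood test; 0.0144 from DESeq2's Wald test). Pigs 6 and 1 had the highest counts, 7534 and 6299.7.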

Along with *SLC2A5* gene, also the *Solute Carrier Family 2 Member 3* (*SLC2A3*, *alias GLUT3*) was found up-regulated in the high IMF group (Table 2). This solute carrier mediates the uptake of glucose and various other monosaccharides (except fructose) across the cell membrane. *SLC2A3* was mainly found expressed in nerve cells [102], but its gene and protein expression were also detected within the human myocytes and in particular appear much present in the nerves within the muscle sections [103]. Its expression in muscle seems to be associated with regenerative muscle fibers [104], but our results along with those reported in beef cattle [105] may also suggest for this gene a possible involvement in the molecular cascade associated with divergent IMF deposition in livestock species. Among the receptors located to primary cilia are also G protein–coupled receptors (GPCRs), such as neuropeptide Y (NPY) receptors, commonly associated with the regulation of energy balance and feed intake [106]. Intriguingly, in the present research, we found several DEGs involved in G-protein signaling, such as the already cited *GPR183*, suggesting also a possible relationship exists between primary cilia and the intracellular cascade following chemical stimuli. This hypothesis is also supported by the fact that the GPR183 receptor binds to oxysterols [107], bioactive lipids derived from cholesterol that are mediators of obesity and inflammation [108]. Abnormal primary cilia morphology was associated with obesity and insulin resistance in humans [97, 109], proving the primary role played by this still poorly known organelle in cell energy metabolism. Such findings are even more interesting when taken into context with the results reported in the literature concerning the strong linking relating cilia morphogenesis and transcriptional changes in the cell nucleus [110] and the role of FGF signaling in the regulation of cilia morphogenesis [111]. In agreement with the reported literature, we found higher *FGF2* gene expression in high IMF pigs, and similar expression patterns were observed also for genes related to intracellular signaling pathways and transcription regulation. The cluster of genes involved in transcription regulation is connected with the microtubule gene set through the genes *Actin Related Protein 1B* (*ACTR1B*, *alias ARP1B*) and *WRN RecQ Like Helicase* (*WRN*; Fig 6). *ACTR1B* significantly entered in grey60 and darkturquoise modules (Tables 2 and 3 in S1 File) and displayed a negative correlation with the IMF amount (Table 4 in S1 File). 

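ACTR1B (ENSSSCG00000008194), on chromosome 3 of Sscrofa11.1 from 56610356 to 56619171, had 982 ± 155 TMM-normalized counts (SD, n = 6) in the low and 867 ± 67.5 (SD, n = 6) in the high IMF group. The log2FC was 0.18 (standard error 0.12, adjusted p = 0.615 from edgeR's quasi-likelihood test; 0.578 from DESeq2's Wald test), a difference within the spread between pigs (exact permutation p = 0.145). WRN (ENSSSCG00000015840) likewise showed no difference beyond that spread, with a log2FC of -0.12 (standard error 0.15, adjusted p = 0.815 from the quasi-likelihood test).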

*ACTR1B* belongs to the gene family of Actin Related Proteins (ARPs). ARPs function largely or entirely in the nucleus, and participate together with actin in chromatin remodeling, transcription and nuclear assembly [112]. ARPs have crucial roles in actin polymerization, which in turn was found to control primary cilia morphogenesis and the related intracellular signaling pathways [113]. The disruption of actin polymerization, or the knockdown of the involved genes, resulted in an increase in ciliation frequency, axoneme length, and intracellular cilia-related signaling in cultured cells [113]. These findings provide useful insight to guide the interpretation of the expression patterns we found for *ACTR1B* and cilia-related genes. Indeed, the concomitant down-regulation of *ACTR1B* and up-regulation of cilia morphology related genes (*LCA5*, intraflagellar and centrosomal genes) noticed in the present study may suggest that ciliation events and disruption of actin polymerization may have taken place in high IMF pigs.

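Of the 30 genes of intraflagellar transport and the BBSome that were tested, 5 had an unadjusted p at or under 0.05 and 0 an adjusted p at or under 0.05 in edgeR's quasi-likelihood test, and their log2FC ran from -0.52 to 0.30. ACTR1B was lower in the high IMF group by less than the spread between pigs. From the lower ACTR1B and the higher cilia genes, the paper proposes that ciliation and disruption of actin polymerization may have occurred in high IMF pigs.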

The identification of hub genes with the Cytoscape plugin “cytoHubba” showed a rank of 10 genes, graphically presented in Fig 7.

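Of the 10 hub genes, 4 had an unadjusted p at or under 0.05 in edgeR's quasi-likelihood test and 0 an adjusted p at or under 0.05, the smallest adjusted p being 0.419. BTAF1 (ENSSSCG00000010467, chromosome 14 of Sscrofa11.1 from 103530746 to 103641082) had 7161 ± 715 TMM-normalized counts (SD, n = 6) in the high and 5912 ± 956 (SD, n = 6) in the low IMF group, a log2FC of -0.28 (standard error 0.12). SRSF11 (ENSSSCG00000003791) had a log2FC of -0.12 (standard error 0.13) and PRPF39 (ENSSSCG00000004997) one of -0.22 (standard error 0.18). Pig 7 was the lowest low IMF pig for 7 of the 10 genes, and without it their median log2FC moved from -0.21 to -0.11. Tested as a list with camera and a preset inter-gene correlation, the 10 genes had an adjusted p of 6.58e-04 over 11 lists (limma), or 0.00877 without pig 7. The estimated inter-gene correlation and fry gave 0.409 and 0.210, and the study chose the list on these pigs.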

**Fig 7:**
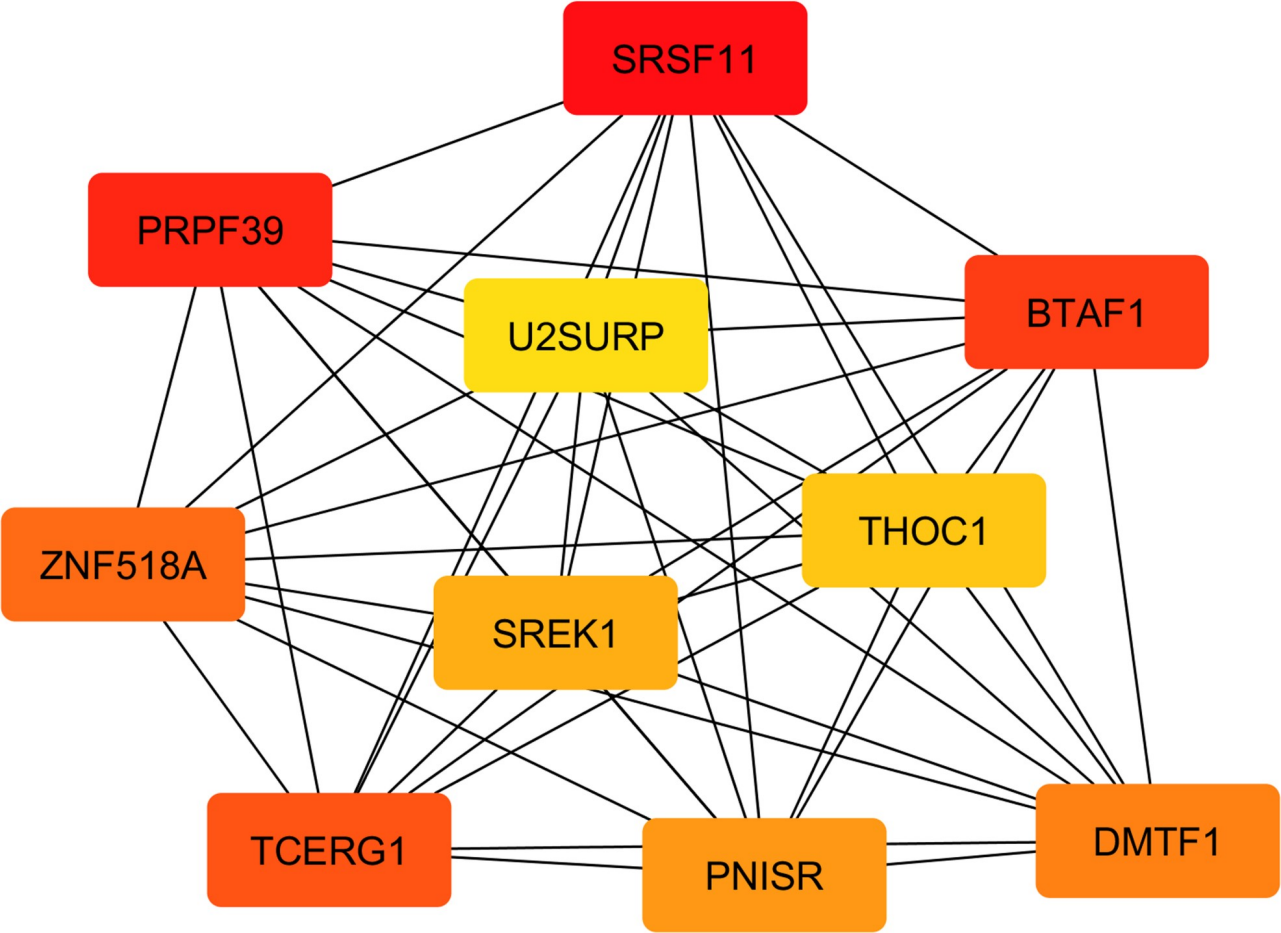
The top 10 hub genes in the network of the co-expressed genes found in the four significant modules. The intensity of the color shows the ranking position: the dark red genes have the most significant Maximal Clique Centrality (MCC) values and thus are hub genes of greater importance in the network; the light-yellow ones have lower MCC values and thus are hub genes of lower importance in the network.

Almost all the ten identified hub genes encode for proteins falling into the spliceosome, one of the most complex of the cell molecular machines comprising the coordinated interaction of more than 150 proteins involved in RNA splicing [114]. The three genes showing the highest values of MCC, and thus being reported in darker red in Fig 7, were *B-TFIID TATA-Box Binding Protein Associated Factor 1* (*BTAF1*), *Splicing factor serine-arginine rich protein* (*SFRS11*), and *Pre-mRNA Processing Factor 39* (*PRPF39*). BTAF1 is a TATA-box binding protein (TBP) associated factor that regulates TBP thus controlling the dynamic cycling of TBP on and off of DNA and its transcription into RNA [115]. Of great interest are the results recently published by Hardivillé et al. [116], which showed how changes in the interaction between BTAF1 and TBP lead to gross alterations in lipid storage, suggesting that this gene may have a consistent role also on the regulation of the transcriptomic cascade associated with differential IMF deposition. Anyway, the latter hypothesis would need further specific studies to be proved. The *PRPF39* gene (Fig 7) is still poorly investigated, but other members belonging to the same family of pre-mRNA processing factors (PRPFs) have been studied due to their involvement in retinal diseases [117]. The PRPFs are components of the U4/U6.U5 tri-small nuclear ribonucleoprotein subunit of the spliceosome, catalyzing pre-mRNA splicing. Interestingly, transcripts encoding components of retinal photoreceptor primary cilia were found to be affected by a specific splicing program, and mutations in the sequence of another PRPF family member (namely *PRPF31*) were found to affect ciliogenesis [117]. Although these results concern another gene of the *PRPF* family, it could be hypothesized that *PRPF39* may also have some role in the molecular processes associated with primary cilia. This hypothesis, however, would require further evidence to be proven. Another splicing factor identified among the hub genes in Fig 7 is *Serine And Arginine Rich Splicing Factor 11* (*SFRS11*, *alias P54*). The mRNA level of *SRSF11* positively correlated with the genes in the darkturquoise module (Tables 2 and 3 in S1 File), where also the already discussed *ACTR1B* was clustered. *SRSF11* is a pre-mRNA splicing factor and our results seem to indicate that this gene may have an important role during the splicing events related to adipogenesis in muscle. This hypothesis seems to agree with the findings reported by Lin et al. [118] for *SRSF6*, another member of SRSF gene family, which is required to drive the transcriptional changes related to brown adipocyte differentiation [118]. Thus, it could be hypothesized also for *SRSF11* a possible role in the cell cycle events during the preadipocyte differentiation. Anyway at present the scientific literature describes the roles of this gene in the cell cycle of carcinogenic cell lines [119]. To our knowledge, no specific literature reporting its possible roles in adipocyte differentiation exists. This hypothesis is also supported by the fact that several other genes involved in cell-cycle were already reported to play a central role also in coordinating the transition between cell proliferation and terminal differentiation of preadipocytes [120]. Interestingly, *SFRS11* was not the only member of the Serine And Arginine Rich Splicing Factor family identified among the hub genes. Together with *SFRS11*, also the gene encoding for *PNN Interacting Serine And Arginine Rich Protein* (*PNISR; alias SFRS18*) and *Splicing Regulatory Glutamic Acid And Lysine Rich Protein 1* (*SREK1*, *alias SFRS12*) were found to have a central role in the gene expression network identified in the present research (Fig 7). In detail, PNISR is a serine-arginine rich splicing factor participating in the pre-mRNA splicing machinery [121, 122]. Interestingly, the scientific literature on *PNISR* throws light also upon its possible role of paramount importance in porcine muscle adipogenesis. Indeed, Wang et al. found that differential expression of *PNISR* gene in muscle is correlated with IMF content in pigs and hypothesized that this evidence may be due to a possible implication of the *PNISR* gene in the pre-mRNA splicing of key genes regulating IMF deposition [123]. Additionally, members of the serine-arginine rich splicing factor family were also found involved in ciliogenesis [124], supporting once again the hypothesis of a relationship linking some of the hub genes clustered in the DNA transcription regulation with primary cilia organelle development and morphogenesis.

Two other hub genes identified by “cytoHubba” were *U2 SnRNP Associated SURP Domain Containing* (*U2SURP*, *alias SR140*) and *Zinc Finger Protein 518A* (*ZNF518A*; Fig 7). The gene expression of *U2SURP* was in particular found to be significantly correlated with all the four modules associated with the IMF content (Tables 2 and 3 in S1 File). In agreement with the previously described results, also this gene codes for a protein directly involved in the spliceosome machinery [114], but at present, its function remains mostly unknown [125]. A few researches concerning U2SURP protein associate its activation to variations in intracellular Ca^2+^, which in turn impacted also on cellular growth and proliferation [126]. The involvement of calcium channels as co-regulators of the cell proliferation and transcriptional processes was proved by several studies, where specific patterns of cytoplasmic Ca^2+^ signals were found to control cell proliferation and execution of transcriptional programs [127, 128], while dysfunctional intracellular Ca^2+^ channels may affect cellular transformation and tissue remodeling in various pathologies [129]. Interestingly, intracellular Ca^2+^ signaling was proved to be activated by FGF2 in satellite cells, activation that was found to be essential in the differentiation process [130]. This latter evidence is far more of interest considering that in the present research we found DE genes involved in calcium-channel complex, such as *Calcium Voltage-Gated Channel Auxiliary Subunit Beta 3* (*CACNB3*) and *Phosphodiesterase 4D* (*PDE4D*; Table 2). Hence, based on the evidence linking Ca^2+^ channels and transcription regulation [129, 131], it could be outlined a possible relationship between the identified hub genes involved in the spliceosome machinery and the genes encoding for calcium-channel complex found DE in the present study.

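CACNB3 (ENSSSCG00000032967), on chromosome 5 of Sscrofa11.1 from 14875524 to 14888224, had 401 ± 286 TMM-normalized counts (SD, n = 6) in the low and 133 ± 38.4 (SD, n = 6) in the high IMF group. Pigs 7 and 8 of the low IMF group, at 87.4 and 118, were not above the high IMF pigs, which had from 98.6 to 182 (exact permutation p = 0.0671). Its log2FC was 1.60 (standard error 0.48, adjusted p = 0.419 from edgeR's quasi-likelihood test; 0.0513 from DESeq2's Wald test of all genes with at least 1 count and 0.0463 from that of the genes kept by the filter), so the call depends on the genes that enter the Wald test. PDE4D (ENSSSCG00000016929), on chromosome 16 of Sscrofa11.1 from 37897300 to 39406534, had 25357 ± 5033 counts (SD, n = 6) against 15896 ± 2307 (SD, n = 6) without overlap, and its log2FC was 0.67 (standard error 0.14, adjusted p = 0.190 from the quasi-likelihood test; 0.00335 from the Wald test).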

Another hub gene is *ZNF518A*, which belongs to zinc finger proteins (ZFPs), one of the largest classes of transcription factors in eukaryotic genomes. Despite the exact role of *ZNF518A* is still unknown, many of the ZFPs were found to be involved in the regulation of normal growth and development of cells and tissues through diverse signal transduction pathways [132]. Furthermore, recent studies have found that an increasing number of ZFPs could function also as key transcriptional regulators involved in adipogenesis [132, 133], possibly indicating that also *ZNF518A* may play an important role in the differentiation of muscle interspersed adipogenic precursors. The pluripotency of stem cells was also shown to strongly depend on the THO complex, which is a nuclear protein complex functioning as an interface between mRNA transcription and export [60]. THO complex comprises also the protein encoded by the gene *THO Complex 1* (*THOC1*, *alias P84*), that is one of the hub genes identified in the IMF-related gene network (Fig 7) and with a significant weight in the grey60 gene module (Tables 2 and 3 in S1 File). Therefore, the present research strongly supports that the found hub genes may have a central role also in coordinating the transition between cell proliferation and terminal differentiation of preadipocytes interspersed in muscle. However, based on the knowledge reported in the literature, we believe that upstream of these transcriptional changes there could be an autocrine positive loop driven by FGF2. A possible hypothesis of the molecular cascade of events involved in IMF deposition is outlined in Fig 8.

**Fig 8:**
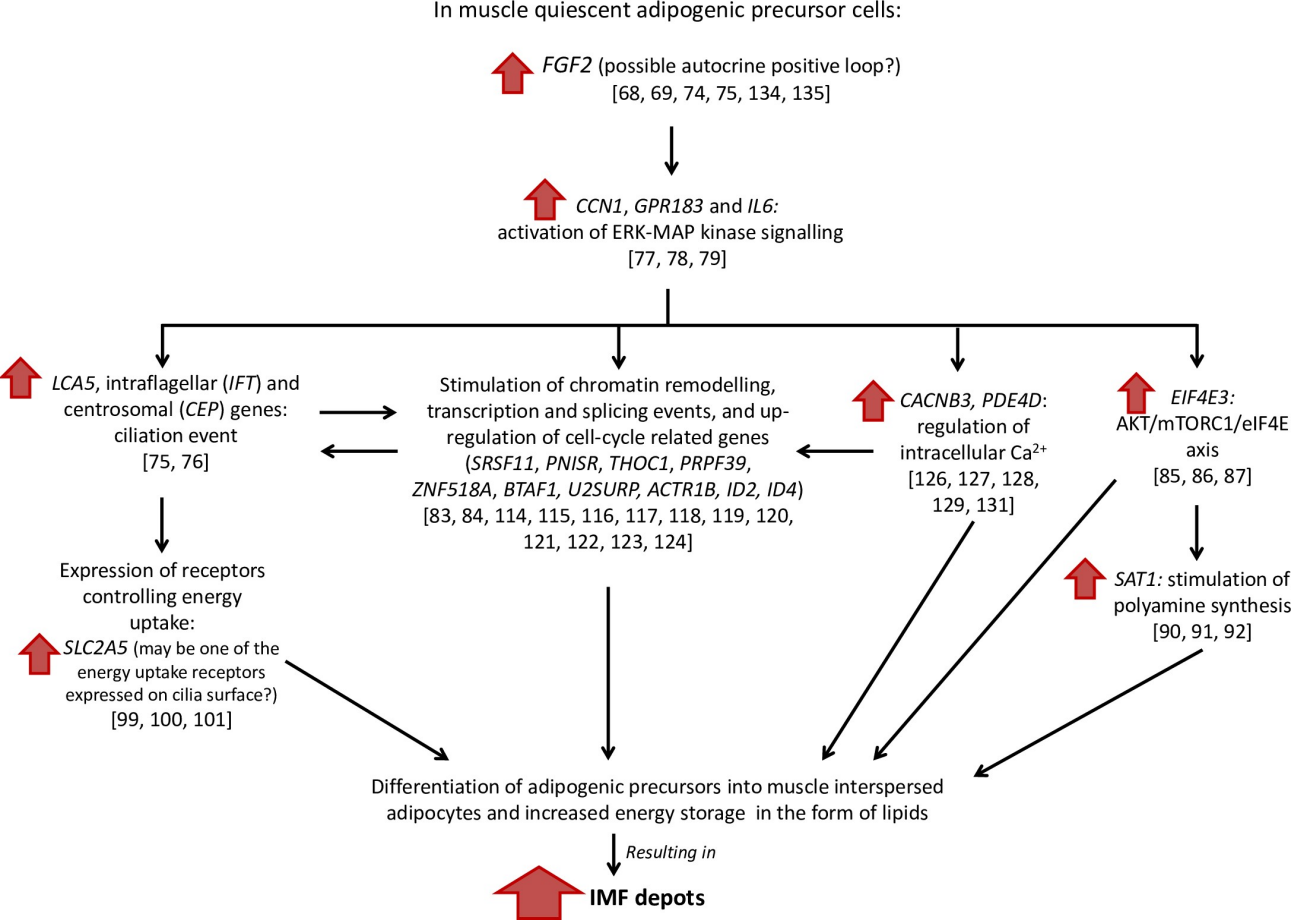
A hypothetical molecular cascade of events involved in Intramuscular fat (IMF) deposition based on the obtained results and comparison with the scientific literature. Between brackets are reported the references endorsing each step in the hypothetical cascade of molecular events.

In particular, considering the effects played by FGF2 in the regulation of cell proliferation [134], primary cilia morphology [75], adipocyte differentiation [135] and polyamine synthesis [92], we suggest that the observed gene networks related to IMF deposition may be driven by *FGF2*. In the literature, a study carried out on human multipotent adipose-derived stem cells (hMADS) proved that FGF2 is critical to maintain the differentiation capacity of these cells and to stimulate their growth also at the single-cell level [135]. This type of regulation of the cell differentiation seems to be carried out through an autocrine loop since FGF2 was proved to be exported to hMADS cell surface to bind with its receptors without being released outside of the cell [135]. Taking into account the scientific literature and the observed increased expression of the primary cilia-related genes, in the SM of high IMF pigs, it is possible to hypothesize the occurrence of ciliation events affecting the adipocyte differentiation process and the stimulation of energy uptake and storage in the form of adipocyte intracellular lipids. This hypothesis agrees with the recent scientific literature indicating that primary cilia are necessary for the differentiation of human adipose progenitors in muscle [136, 137]. Adipogenesis would also be sustained by an increase in polyamine synthesis through the activation of the *SAT1* gene by the *FGF2* signal, in agreement with the results reported in Endean et al. [83]. This complex molecular cascade would anyway need further dedicated studies to confirm the outlined hypothesis.

## Conclusions

On the whole, the genes identified in this study associated with IMF in pigs were mainly involved in the regulation of DNA transcription and cell differentiation, in primary cilia morphogenesis, and with several intracellular signaling cascades (such as the ERK/MAP kinase and the G-protein related responses). These results provide new insights about the possible genetic mechanisms underlying adipocyte differentiation and IMF deposition in Italian Large White pigs intended for the production of PDO hams. The identified new molecular processes supply a set of candidate genes for further detection of genetic polymorphisms associated with changes in the expression level of the DEGs and involved in IMF deposition. Further studies are needed to explore the drivers of this complex process and find possible molecular markers useful for the selection of pigs with improved meat quality features.

## Supporting information

S1 Fig Scale independence and mean connectivity parameters for the different values of Soft Threshold power. The red line cuts the graph in correspondence of the highest R^2^ for the Scale Free Topology Model and thus the first value of the Soft Threshold power located above the red line is the parameter chosen to obtain a better representation of the weighted gene co-expression network.
(TIF) Click here for additional data file.

S1 File Results of the weighted correlation analysis between the expressed genes and the intramuscular fat (IMF) content performed with the WGCNA package. Table 1: the module significance (the overall correlation between the expression of the genes significantly included in each module and IMF content) and the relative *P*-values. Table 2: the genes membership in each of the identified modules (highest and lowest values indicate genes with a high weight in the module eigengene). Table 3: the *P*-values of the genes membership in each of the identified modules. Table 4: the overall genes significance (GS) for the IMF trait (GS is an aggregate measure that indicates the importance of the gene for the IMF deposition; the highest or the lowest are the values of GS and the more the gene is biologically significant for the trait) and the relative *P*-values.
(XLSX) Click here for additional data file.

S1 Table Sequence, amplicon length and annealing temperatures (TM) for each primer couple used for the validation with RT-qPCR. (DOCX) Click here for additional data file.

S2 Table Mapping statistics with the percentages of reads. For each sample are reported the percentages of the uniquely mapped reads, multi-reads and unmapped reads against the *Sus scrofa* reference genome 11.1.
(DOCX) Click here for additional data file.

S3 Table The list of the genes found differentially expressed (DE) with q value ≤ 0.10. (DOCX) Click here for additional data file.

S4 Table ClueGO Gene Ontology (GO) results of the genes in the four significant modules obtained from WGCNA. (XLSX) Click here for additional data file.

# Supplementary material for: Muscle transcriptome analysis identifies genes involved in ciliogenesis and the molecular cascade associated with intramuscular fat content in Large White heavy pigs
**Source:** PLoS One. 2020 May 19;15(5):e0233372. doi: 10.1371/journal.pone.0233372
**Supplement:** S1 Table

**S1 Table. Sequence, amplicon length and annealing temperatures (TM) for each primer couple used for the validation with RT-qPCR.**

| **Gene name** | **Acronym** | **Accession number** | **Primers** | **TM (°C)** | **Amplicon Length (bp)** |
| --- | --- | --- | --- | --- | --- |
| **Target genes** | | | | | |
| *DnaJ Heat Shock Protein Family (Hsp40) Member B1* | *DNAJB1* | ENSSSCT00000015061.3 transcript sequence | F: 5’- ACCCGCACTTTAACCTGTTG-3’ | 66 | 93 |
|  |  |  | R: 5’- AGGGAACCAATAGCGACCTT-3’ |  |  |
| *Lebercilin 5* | *LCA5* | XM_021092140.1 | F: 5’- AGGCTTCAGTACAGGCAGGA-3’ | 66 | 143 |
|  |  |  | R: 5’- GTTGCCCGTTCTTTCTCTTG-3’ |  |  |
| *LIM Domain Kinase 1* | *LIMK1* | XM_021086335.1 | F: 5’- AGAGCACTCCCACACTGTCC-3’ | 60 | 108 |
|  |  |  | R: 5’- GTGCCATTGATTTCCAGGAT-3’ |  |  |
| *Peroxisome Proliferator Activated*  *Receptor Alpha* | *PPARA* | NM_001044526.1 | F: 5’-CTTGGACTTGAACGACCAGG-3’ | 60 | 96 |
|  |  |  | R: 5’-TCCCGTCCTTGTTCATCACA-3’ |  |  |
| *Transforming Acidic Coiled-coil Containing Protein 2* | *TACC2* | [NM_001258352.1](https://www-ncbi-nlm-nih-gov.ezproxy.unibo.it/entrez/viewer.fcgi?db=nucleotide&id=385275111) | F: 5’- GCCCCTCAAGACTGACACAT-3’ | 66 | 77 |
|  |  |  | R: 5’- GGTCCTGAGAAGGTGGATCA-3’ |  |  |
| **Normalizing genes** | | | | | |
| *Beta-2-Microglobulin* | *B2M* | NM_213978.1 | F: 5’-CCTTCTGGTCCACACTGAGT-3’ | 66 | 99 |
|  |  |  | R: 5’-TCCCACTTAACTATCTTGGGCT-3’ |  |  |
| *Ribosomal Protein L32* | *RPL32* | NM_001001636.1 | F: 5’-TCATGGCTGCTCTCAGACCC-3’ | 63 | 145 |
|  |  |  | R: 5’-CTTCTCCGCACCCTGTTGT-3’ |  |  |
| *Ribosomal Protein S18* | *RPS18* | NM_213940.1 | F: 5’-CATGTGGTGTTGAGGAAAGCA-3’ | 63 | 105 |
|  |  |  | R: 5’-TTGGCGAGGATTCTGCATAAT-3’ |  |  |

# Supplementary material for: Muscle transcriptome analysis identifies genes involved in ciliogenesis and the molecular cascade associated with intramuscular fat content in Large White heavy pigs
**Source:** PLoS One. 2020 May 19;15(5):e0233372. doi: 10.1371/journal.pone.0233372
**Supplement:** S2 Table — For each sample are reported the percentages of the uniquely mapped reads, multi-reads and unmapped reads against the Sus scrofa reference genome 11.1.

**S2 Table. Mapping statistics with the percentages of reads.** For each sample are reported the percentages of the uniquely mapped reads, multi-reads and unmapped reads against the *Sus scrofa* reference genome 11.1.

| **Sample** | **Input-reads** | **Unique reads** | **Multi-reads** | **Unmapped reads** |
| --- | --- | --- | --- | --- |
| 1 | 99,232,040 | 84.3% | 9.7% | 6.1% |
| 2 | 94,139,057 | 84.7% | 8.6% | 6.8% |
| 3 | 93,754,402 | 84.1% | 8.1% | 7.8% |
| 4 | 92,805,694 | 83.4% | 8.5% | 8.1% |
| 5 | 89,252,599 | 83.7% | 8.1% | 8.2% |
| 6 | 90,822,452 | 83.4% | 8.3% | 8.3% |
| 7 | 87,838,001 | 79.1% | 11.2% | 9.7% |
| 8 | 95,884,589 | 84.6% | 7.6% | 7.8% |
| 9 | 98,965,214 | 84.9% | 7.9% | 7.2% |
| 10 | 109,316,067 | 84.1% | 8.7% | 7.3% |
| 11 | 104,975,827 | 85.0% | 7.6% | 7.4% |
| 12 | 98,039,492 | 85.7% | 7.7% | 6.6% |

# Supplementary material for: Muscle transcriptome analysis identifies genes involved in ciliogenesis and the molecular cascade associated with intramuscular fat content in Large White heavy pigs
**Source:** PLoS One. 2020 May 19;15(5):e0233372. doi: 10.1371/journal.pone.0233372
**Supplement:** S3 Table

**S3 Table. The list of the genes found differentially expressed (DE) with q value ≤ 0.10.**

^a^ log_2_(Fold Change) of the gene expression levels in the low IMF group *vs.* the high IMF group.

^b^ Standard error (S.E.) of the log_2_(Fold Change)

How the deposited data were processed for this re-analysis (not part of the article)

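Semimembranosus muscle of 12 Italian Large White pigs, 6 with low and 6 with high IMF, was studied by RNA sequencing. The authors made stranded libraries of polyadenylated RNA, sequenced pairs of reads, trimmed them with Trimmomatic, aligned them to the pig genome 11.1 with HISAT2, assembled known transcripts with StringTie and counted reads per gene with HTSeq. They deposited the counts per Ensembl gene and pig, as whole numbers and not normalized. The annotation release, the strand option of the counting and the handling of reads with several alignments are not named in the paper's text. Antisense and overlapping genes, and near-identical copies, are therefore uncertain.

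Pigs were assigned to groups by the sample labels and Table 1, and the numbers 1 to 12 are those of Table 1. Of the genes listed, 5539 had no count in any pig and 20341 at least 1. The gene name table gave a symbol to 14857 genes and S3 Table to 10 more. Positions are those of RefSeq genes on Sscrofa11.1, matched by gene symbol, so they were not checked against the Ensembl gene counted. Pigs had between 131048805 and 178013997 counts, so counting error is small beside the spread between pigs, whose common biological coefficient of variation was 0.332.

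In the main analysis, genes kept by edgeR's filterByExpr for the 2 groups were normalized by TMM and compared with the quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with the group as the only term, 10 residual degrees of freedom and a median of 3.54 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over 14262 genes. DEGs had an adjusted p at or under 0.05 and a log2FC, low over high IMF, of at least 0.58 in size, the study's thresholds. Log2 CPM values used a prior count of 2. Alternatives were DESeq2's size factors, upper-quartile normalization, DESeq2's Wald test (DESeq2 1.42.0) on the same genes and on all genes with at least 1 count, limma-voom (limma 3.58.1), all genes with at least 1 count, genes with at least 10 counts in every pig, a robust dispersion, labelled sex or carcass weight as a covariate, and each pig left out in turn. An adjusted p that DESeq2 gave as NA was kept as NA and was not counted as passing.

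Clustering used regularized log counts scaled per gene. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, and again with an estimated correlation and with fry. The lists were genes of the immediate early response, the heat shock response, adipocytes, intraflagellar transport and the BBSome, SR splicing factors, the hub genes of Fig 7, slow and fast muscle fibres, macrophages, endothelium and fibro-adipogenic cells. Except for the hub genes, genes of S3 Table were left out of them. Module eigengenes were solved by least squares from the memberships of S1 File. Exact permutation tests, two-sided, ran over 924 arrangements of the pigs, and correlations over 12 pigs used 100000 resamples (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1).

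The genes named are those of Table 2, those of the RT-qPCR section, the cilia, splicing and signalling genes that the paper names from its network, and the genes of a reported list. A gene of this rule is left out of the text, and it stays in the tests over all genes and lists. A further class of the rule, genes called here but not listed in S3 Table, held 0 genes, beside 1486 genes at an unadjusted p at or under 0.05. Of the named genes, 48 were tested and 2 carried no identifier here. The groups, main tests, gene lists and alternatives were fixed before the data were examined, and later choices are named as such. The tests were tried on simulated counts with 200 changed genes. RT-qPCR, the co-expression network, functional enrichment and network hubs were not analysed here.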

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

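The dividing point of the Y chromosome counts, the description of STYXL2 pig by pig, its test against sex and the check of module eigengenes and of the top gene's share for pigs far from their group were chosen after the values had been seen.

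A pig was set apart where its distance to the nearest pig of its group, divided by the range of the group, exceeded the 5% critical value of Dixon's test for 6 values. Among 112 groups of 6 values this held for 9, where chance gives 5.60, and for 11 of 116 groups among the 58 DEGs, where chance gives 5.80. Over all genes tested the share was 7.14%.

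Of these 9, 6 were in low IMF pig 7. The quotient was 0.686 for BTAF1, 0.776 for DMTF1, 0.727 for PNISR, 0.758 for the share of uniquely mapped reads, 0.716 for the number of genes with counts and 0.741 for the darkturquoise eigengene. Pig 7 had 79.1% uniquely mapped reads by S2 Table, against 84.1% to 85.7% in the other low IMF pigs, and 15270 genes with counts, against 16340 to 16764. Its 10 most abundant genes took 43.0% of its counts. Depth alone does not set it apart, since high IMF pig 6 had fewer counts (131048805 against 133915596) and 17554 genes with counts. Because 7 of the 10 hub genes were lowest in pig 7 among low IMF pigs, part of their difference between groups rests on a library that also differs in these technical measures. Without it the list kept an adjusted p of 0.00877 in camera with the preset correlation, but not under an estimated correlation with all pigs (0.409). Whether the library or the animal differs was not tested, and the design gives no biological factor for a single pig.

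The other 3 were single genes. EIF4E3 was low in high IMF pig 5 (quotient 0.718), and without that pig its log2FC was -1.25 in place of -1.07. CEP135 was high in high IMF pig 1 (quotient 0.677), and the log2FC without it was -0.41 in place of -0.54. THOC1 was high in high IMF pig 3 (quotient 0.626), at 6225 normalized counts against 4971 to 5407. No explanation was tested for these.

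The Y chromosome gene EIF1AY had 5553 counts in pig 10, a gilt by Table 1. Its counts were between 3665 and 5553 in pigs 3, 4, 6, 9, 10 and 11 and at most 6 in the others, and 6 of the 12 pigs went against their stated sex, 2 of the high and 4 of the low IMF group. Among the pigs without such levels, pig 5 alone had any counts (6), and a trace of RNA from another pig was not tested as their source. A candidate explanation is that the stated sex, or the number joining a pig's record to its counts, is wrong for at least these 6 pigs. Which of these holds was not settled. Each group has 3 pigs with Y chromosome counts, as many as its barrows, so an exchange of pigs within groups would leave these numbers, but the counts do not exclude an exchange between groups. With the EIF1AY level as a covariate, chosen after these counts were seen, the quasi-likelihood test gave 0 DEGs, beside 1647 genes at an unadjusted p at or under 0.05, and DESeq2's Wald test 84.

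The difference between groups differed between gilts and barrows, as stated in Table 1, for 1 gene at an adjusted p at or under 0.05 in edgeR's quasi-likelihood test of the interaction, and for 529 at an unadjusted p at or under 0.05. The gene was STYXL2 (ENSSSCG00000006311), with an interaction of 2.49 on the log2 scale and an adjusted p of 0.0241 (4.43e-12 in DESeq2). Pigs 4, 5 and 6, the high IMF barrows by Table 1, had 21269, 29875 and 21827 normalized counts and the other pigs from 4015 to 6475. In 34 of 100 regroupings of the pigs within stated sex, at least as many genes passed, so a count of 1 is within what regrouping gives. SEL1L, called by DESeq2 only (adjusted p = 2.57e-04) and chosen after its values were seen, was lower in the same 3 pigs, at 2617, 2186 and 3046 normalized counts against 5456 to 6932. ITIH1, also called by DESeq2 only (adjusted p = 0.00444), did not set these pigs apart. They had 269, 332 and 451 normalized counts of it, and the other pigs from 52.0 to 355. Sex of the pigs is argued against, since 2 of the 6 high IMF pigs go against it by the Y chromosome counts of the same libraries. Pig 3, with 5438 such counts, had 4015 normalized counts of STYXL2, against 21269 and 21827 in pigs 4 and 6, and pig 5, with 6, had 29875, against 5363 and 4582 in pigs 1 and 2. A factor shared by pigs 4, 5 and 6 was not tested and stays open.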

How the results depend on the processing

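The likelihood ratio test, the t distribution, edgeR's newer dispersion method, the EIF1AY covariate, clustering on other genes and the covariates and leave-one-out fits of the Wald test were chosen after seeing the data. With edgeR's quasi-likelihood test, 0 DEGs were found under DESeq2's size factors, upper-quartile normalization, all genes with at least 1 count, genes with at least 10 counts in every pig, a robust dispersion, sex, carcass weight or the EIF1AY level as a covariate and the newer dispersion method. Limma-voom and the Wald statistics set against a t distribution also gave 0, beside 1191 to 2044 genes at an unadjusted p at or under 0.05.

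DESeq2's Wald test on the same genes gave 57 DEGs, 95 genes with an adjusted p at or under 0.05 and 55 of the study's 58. On all genes with at least 1 count it gave 64, 101 and 56, and edgeR's likelihood ratio test gave 34, 35 and 32. Across the 12 fits that each left out 1 pig, the quasi-likelihood test gave from 0 to 1 DEGs, from 0 to 1 genes with an adjusted p at or under 0.05 and from 0 to 1 of the 58. In these fits the Wald test on all genes gave from 42 DEGs without pig 6 to 187 without pig 2. With all pigs it gave 68 with sex and 84 with the EIF1AY level as a covariate. Of the 48 named genes, 27 passed the adjusted threshold in the Wald test on the same genes, 26 on all genes and 18 in the likelihood ratio test. The log2FC of RPS18 ran from -0.0195 to 0.119 with single pigs left out, so its sign changed.

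Clustering on the 500 most variable genes misplaced 5 pigs and on all genes tested 5. The differences in module eigengenes kept their sign and threshold in all 3 alternatives.

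With camera's inter-gene correlation estimated, the adjusted p was 0.409 for the immediate early, intraflagellar transport and hub gene lists and 0.497 for fast fibres. With fry it was 0.222 for the immediate early and fast fibre lists and 0.210 for the intraflagellar transport and hub gene lists, so none of these 4 calls held. On all genes with at least 1 count, the endothelium list passed at 0.0433. With each pig left out in turn, the adjusted p ran from 0.223 to 0.922 for the heat shock list, from 0.141 to 0.971 for adipocytes, from 0.0443 to 0.791 for SR factors, from 0.00666 to 0.707 for slow fibres, from 0.00578 to 0.169 for fast fibres, from 0.00666 to 0.955 for macrophages, from 0.0137 to 0.198 for endothelium and from 0.296 to 0.859 for fibro-adipogenic cells. The immediate early, intraflagellar transport and hub gene lists stayed under 0.05 in these 12 fits. Slow fibres and macrophages passed without pig 7, macrophages also without pig 3, SR factors without pig 9 or 12 and endothelium without pig 2, 5, 8 or 10, and fast fibres no longer passed without pig 1, 6, 7, 10 or 11. The heat shock, adipocyte and fibro-adipogenic lists changed direction in 4, 6 and 1 of these fits. The interaction test gave 3 genes with DESeq2 and 1 in the 3 other alternatives. Apart from the Wald test, whose reference distribution was changed together with its filtering, the cause of these changes was not tested.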

Differences from the paper's values

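The paper reports 58 DEGs, 37 higher in the high and 21 higher in the low IMF group, and 31 genes with a trend. Genes with a trend are counted here only at a log2FC of at least 0.58 in size. With edgeR's quasi-likelihood test there were 0, 0, 0 and 0, beside 1486 genes at an unadjusted p at or under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test came closest to these counts. In the same order it gave 57, 37, 20 and 28 on the same genes. On all genes with at least 1 count it gave 64, 40, 24 and 31. The others set beforehand gave at most 1 DEG. The likelihood ratio test, chosen after seeing the values, gave 34 DEGs, 23 higher in the high and 11 higher in the low IMF group, and 25 genes with a trend.

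For RF01848 the paper's adjusted p is 1.59e-09 and that of the quasi-likelihood test 0.190; the Wald test gave 1.51e-09 on the same genes, which closed the gap, and 9.12e-10 on all genes, which did not. For RF00016 (ENSSSCG00000035039) the paper's adjusted p is 6.15e-06 against 0.190, and the Wald test gave 6.57e-06 and 4.72e-06, both of which closed it. No other alternative set before the data were examined did so for these genes.

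Table 1 states the sex of each pig, and the Y chromosome counts of 6 pigs go against it. The heatmap of the DEGs shows TBCK, which S3 Table does not list. ACTR1B is described as lower in high IMF pigs, and the paper reports its negative correlation with IMF amount, which is not given here. In the test of the groups its log2FC was 0.18, the same direction. The adjusted p was 0.615 in edgeR's quasi-likelihood test.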

Other observations

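The test of the gene filter, the t distribution, the count of splits for the quasi-likelihood test and the naming of single genes outside the lists were chosen after the result was seen. The gene lists were fixed before the data were examined.

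The Wald and the quasi-likelihood test part over the number of DEGs. Removal of genes by the expression filter is argued against, since the Wald test on the genes kept gave 57 DEGs. The normal distribution that the Wald statistic is set against is a candidate explanation. With the same statistics set against a t distribution with 10 degrees of freedom, 0 DEGs were left. Genes at an unadjusted p at or under 0.05 went from 1835 to 1191. The adjusted p was NA for 111 genes there and for 6374 in the Wald test with its own filtering. Because the genes adjusted over changed too, the loss of DEGs is not isolated to the distribution. On simulated counts 21.4% of the Wald calls and 8.72% of the quasi-likelihood calls were unchanged genes. Those counts were drawn independently for each gene, so the shares may differ for these pigs.

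The 12 pigs were also divided in other ways into 6 and 6, with 100 of 462 possible splits drawn, the real one included. In the study's Wald test, 6 of 100 splits gave as many DEGs as the real one. The other splits gave a median of 9, from 1 to 420. For genes at an unadjusted p at or under 0.05 in the quasi-likelihood test, 5 of 100 splits gave as many, with a median of 601 in the others. By these measures the real division lay near the top of the splits, without standing clear of them. The splits above it were not unrelated draws. One, with 194 DEGs in the Wald test, was the real division with pigs 2 and 10 exchanged. The others with more DEGs than the real one kept pigs 1, 2, 8 and 9 together. These counts therefore do not separate chance from such an exchange or from another difference between pigs. A real count of 0 DEGs in the quasi-likelihood test leaves nothing for such a count to decide, and 11 of the 99 other splits gave at least 1 DEG there, up to 97.

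On the 58 genes with the smallest p of each of the 99 other splits, clustering placed every pig with its own part in 91 of them. Selection of genes on the same pigs was thus enough for a clean division in most of these splits.

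IMF averaged 6.81% in the high and 0.667% in the low IMF group by Table 1, but the adipocyte genes did not follow it. Of 17 genes tested, 9 were higher in the high and 8 in the low IMF group in log2 CPM, the smallest adjusted p of one being 0.630 in edgeR's quasi-likelihood test. The median log2FC was -0.00029 in log2 CPM and 0.14 in edgeR, and the list had adjusted p = 0.876, 97 of 100 splits with as small a p. Adiponectin (ADIPOQ) had 3655, 3479, 9786, 2954, 8765 and 11596 normalized counts in high IMF pigs 1 to 6 and 1666, 11389, 4305, 1245, 6497 and 11187 in low IMF pigs 7 to 12. A median near 0 over genes that go both ways does not decide whether adipocyte transcripts are independent of fat content, and muscle also expresses several of these genes, such as GPD1. A piece of muscle with another fat content than the one measured, or pigs joined to the wrong records, were not tested and stay open.

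The immediate early list had adjusted p = 4.75e-04, median log2FC -0.40, 17 of 100 splits with as small a p, with 22 of 27 genes higher in the high IMF group. A response after slaughter that differs between pigs was weighed as a source of the 37 DEGs higher in that group. With the mean of the list as a covariate, the log2FC of 4 of the 37 shrank by over 50%, and that of 1 of the 21 higher in the low IMF group. The list leaves out the genes of S3 Table, and shrinkage by less than 50% was not counted. A partial share of such a response in the 37 therefore stays open. The heat shock list had adjusted p = 0.700, median log2FC -0.09, 84 of 100 splits with as small a p.

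Fewer muscle fibres and more of every other cell type were weighed for the same 37 genes. The macrophage list was higher in the high IMF group (adjusted p = 0.167, median log2FC -0.24, 66 of 100 splits with as small a p), while the endothelium list was higher in the low IMF group (adjusted p = 0.0745, median log2FC 0.19, 22 of 100 splits with as small a p) and the fibro-adipogenic list barely moved (adjusted p = 0.583, median log2FC 0.06, 75 of 100 splits with as small a p). The criterion set beforehand, a list on the other side with an unadjusted p at or under 0.05, was met by endothelium in camera, with a median log2FC of 0.19. As 22 of 100 splits gave as small a p, a condition added after that count was seen, the explanation is left open. The slow fibre list had adjusted p = 0.190, median log2FC -0.28, 56 of 100 splits with as small a p, and the fast fibre list adjusted p = 0.0328, median log2FC 0.16, 15 of 100 splits with as small a p, with 5 of 5 genes higher in the low IMF group.

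The intraflagellar transport list had adjusted p = 0.00221, median log2FC -0.13, 14 of 100 splits with as small a p. The SR splicing factors had adjusted p = 0.117, median log2FC -0.14, 47 of 100 splits with as small a p. The hub genes, which the study chose on these pigs, had adjusted p = 6.58e-04, median log2FC -0.22, 5 of 100 splits with as small a p.

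Transcription of the heat shock gene HSPA8 was weighed as a source of the 3 RF00016 genes. By its correlation with their mean across the 12 pigs, with each group's mean removed, HSPA8 ranked 5608 of 14259 genes, or 39.3% from the top (r = 0.0887). Its log2FC was -0.24 (standard error 0.21), in the direction of the 3 genes. Counts of polyadenylated RNA do not measure transcription itself, and no position in the genome is given here for the 3 genes. These values therefore cannot decide the question. A bias by gene length was not decided: the 58 DEGs had a median length percentile of 44.4, against 36.9 to 63.2 for random lists, but only 77.8% of the genes tested had a length, which voids the test.

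Single pigs decided 2 genes, both chosen after their values were seen. BSDC1 (ENSSSCG00000026392) had a log2FC of 0.76 with an adjusted p of 0.0166 in edgeR's quasi-likelihood test without pig 5, whose 6743 normalized counts lay above the 3929 to 4494 of the other high IMF pigs and within the 6387 to 7798 of the low IMF pigs. The gene ENSSSCG00000016886 had 13.0 to 20.5 normalized counts in the low IMF pigs apart from pig 10, which had 321, and 220.5 to 616 in the high IMF pigs. Without pig 10 its log2FC was -4.45 (adjusted p = 3.24e-05 in edgeR). Levels that fall in 2 separate ranges may come from a variant that some pigs carry or from a record joined to the wrong pig. The Y chromosome counts of both pig 5 and pig 10 are among the 6 that go against the stated sex. A record exchanged between groups would change both genes, but pig 10 had 7798 normalized counts of BSDC1, like the other low IMF pigs, and pig 5 had 306 of ENSSSCG00000016886, like the other high IMF pigs. These are single libraries and genes, so neither explanation is settled.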
